# High-throughput mapping of single-neuron projection and molecular features by retrograde barcoded labeling

**DOI:** 10.7554/eLife.85419

**Published:** 2024-02-23

**Authors:** Peibo Xu, Jian Peng, Tingli Yuan, Zhaoqin Chen, Hui He, Ziyan Wu, Ting Li, Xiaodong Li, Luyue Wang, Le Gao, Jun Yan, Wu Wei, Chengyu T Li, Zhen-Ge Luo, Yuejun Chen

**Keywords:** scRNA-seq, connectome, mPFC, Mouse

## Abstract

Deciphering patterns of connectivity between neurons in the brain is a critical step toward understanding brain function. Imaging-based neuroanatomical tracing identifies area-to-area or sparse neuron-to-neuron connectivity patterns, but with limited throughput. Barcode-based connectomics maps large numbers of single-neuron projections, but remains a challenge for jointly analyzing single-cell transcriptomics. Here, we established a rAAV2-retro barcode-based multiplexed tracing method that simultaneously characterizes the projectome and transcriptome at the single neuron level. We uncovered dedicated and collateral projection patterns of ventromedial prefrontal cortex (vmPFC) neurons to five downstream targets and found that projection-defined vmPFC neurons are molecularly heterogeneous. We identified transcriptional signatures of projection-specific vmPFC neurons, and verified *Pou3f1* as a marker gene enriched in neurons projecting to the lateral hypothalamus, denoting a distinct subset with collateral projections to both dorsomedial striatum and lateral hypothalamus. In summary, we have developed a new multiplexed technique whose paired connectome and gene expression data can help reveal organizational principles that form neural circuits and process information.

## Introduction

Wiring diagrams of a brain can be divided into three levels: (1) the macroscale connectome that describes inter-areal connections, (2) the mesoscale connectome that describes connections between cells, and (3) the microscale connectome that describes connections at the synaptic level (Zeng, 2018). Studying circuit architecture at the level of the mesoscale connectome describes how information flows between brain regions (Oh et al., 2014). Traditionally, neuroanatomical tracers are used to characterize regional connectivity matrices (Cowan, 1998). To obtain cell-type-specific connectivity, one can use recombinant virus-based tracer in transgenic model organisms or more precisely trace a specific component of a neural circuit using viral-genetic tracing tools to dissect the input-output organization (Ghosh et al., 2011; Nassi et al., 2015; Schwarz et al., 2015). However, these methods are highly reliant on complex recombinant virus design and genetically modified model organism, and often are not at a single-neuron resolution.

While recent advances have brought invaluable insights into understanding neuronal circuits at single-neuron resolution, existing methods have limitations. High-throughput fluorescence imaging, such as fluorescence micro-optical sectioning tomography (fMOST), can reconstruct detailed neuron morphologies but requires specialized expertise and equipment and lack transcriptomic information (Gong et al., 2016; Rompani et al., 2017). Barcode-based methods like MAPseq, BRICseq (multiplexed MAPseq), BARseq, and ConnectID utilize sequencing to map projections (Chen et al., 2019; Huang et al., 2020; Kebschull et al., 2016; Klingler et al., 2021). However, MAPseq and BRICseq can only provide connectome information (Huang et al., 2020; Kebschull et al., 2016), BARseq is constrained to assessing a handful of genes via in situ hybridization (Chen et al., 2019), and ConnectID has low recovery of cells with dual connectome-transcriptome data (~16%, 391 cells with connectome barcode identity in 2450 cells with scRNA-seq; Klingler et al., 2021). VECTORseq, a Retro-seq-based method (Tasic et al., 2018), is limited by its number of transgenic barcodes used (Cheung et al., 2021). The updated BARseq protocol enables detection of up to 100 genes, but throughput remains lower and oligo synthesis costs remain higher compared to scRNA-seq (Chen et al., 2023; Sun et al., 2021). In summary, despite significant progress, existing methods fall short in efficiently integrating high-throughput projectomes and transcriptomes at the single-neuron level, hindering a comprehensive understanding of the connectomic and transcriptomic interplay in neuronal circuitry.

Medial prefrontal cortex (mPFC) is an intricate brain region involved in higher order cognitive functions, information processing (e.g., memory and emotions) and driving goal-directed actions (Le Merre et al., 2021). For example, mPFC neurons projecting to the nucleus accumbens encoding punishment-related internal states were located in more superficial layer 5a, and mPFC neurons projecting to the ventral tegmental area encoding aversive learning were located in deeper layer 5b (Kim et al., 2017; Wu et al., 2021). Although previous studies have extensively investigated the anatomical and functional diversities of mPFC, the relationship between anatomical and molecular features of mPFC neurons remains elusive. Do mPFC neurons projecting to different downstream brain regions differ in their transcriptomes? Are these projection-defined mPFC neurons homogeneous or composed of different neuron subtypes? The answer to these questions may be further complicated by the finding that mPFC neurons can send collateral axons to multiple brain regions (Cornwall and Phillipson, 1988). So, what are the principles of target selection or target combination for these collateral projection mPFC neurons? What are the cell type and molecular features of these ‘broadcasting’ neurons?

To address these challenges, we designed a multiplexed tracing method capable of characterizing single-neuron transcriptome and projectome at the same time, which we called MERGE-seq (Multiplexed projEction neuRons retroGrade barcodE). We used MERGE-seq to interrogate the projectome and the corresponding transcriptome of ventral mPFC neurons. We injected five rAAV2-retro viruses with distinct barcodes into the five known downstream targets of ventromedial prefrontal cortex (vmPFC), including agranular insular cortex (AI), dorsomedial striatum (DMS), basolateral amygdala (BLA), mediodorsal thalamic nucleus (MD), and lateral hypothalamus (LH), in the same mouse brain such that each target region received a unique barcoded rAAV2-retro. We found that vmPFC neurons projecting to each downstream target are heterogeneous, which are composed of transcriptionally different subtypes of neurons. Approximately 65% of barcoded vmPFC neurons exhibited dedicated projection patterns based on MERGE-seq data, sending axonal projections exclusively to one of the five selected targets. It is important to note that this characterization of ‘dedicated projection’ neurons is specifically defined in the context of the five target regions examined in this study. Approximately 35% of barcoded vmPFC neurons sent collateral projections to multiple brain regions, most of which are dual-target projection neurons (bifurcated projection). We further uncovered the cell type compositions and layer distributions of these dedicated and collateral projection vmPFC neurons, and revealed their molecular signatures. We validated complex MERGE-seq-inferred projection patterns by joint analysis with recently published single-neuron projectome data (Gao et al., 2022). Additionally, dual-modal interrogation using RNA fluorescence in situ hybridization (FISH) and dual-color retrograde AAV labeling allowed us to confirm vmPFC neuron bifurcations to DMS and LH, demonstrating layer 5 *Pou3f1*^+^ neurons collateralize between these targets. Finally, we implemented a machine learning-based methodology and uncovered specific gene clusters for predicting certain projection patterns. As MERGE-seq bridges the gap between single-neuron projectome and transcriptome data, it can uncover new molecular properties of anatomical neural circuits.

## Results

### MERGE-seq characterizes single neuron transcriptome and projectome simultaneously

In order to use the 10x Genomics scRNA-seq system to analyze transcripts from cells infected with rAAV2-retro virus, we modified the viral vector by adding a 15 bp barcode index and polyadenylation signal sequences to the 3’ end of the EGFP sequences, which was driven by a short CAG promoter (Figure 1A and B, see Materials and ethods). Then, five rAAV2-retro viruses with different barcodes were individually injected into five brain regions of the same mouse, including AI, DMS, BLA, LH, and MD. These brain areas are the known downstream brain regions of vmPFC (Hunnicutt et al., 2016; Hurley et al., 1991; Reppucci and Petrovich, 2016; Vertes, 2004; Zhu et al., 2020). A period of six weeks was set to allow efficient retrograde labeling of vmPFC neurons by these barcoded viruses. These mice were then sacrificed and the vmPFC (specifically the prelimbic area [PrL] and the infralimbic area [IL]) was carefully dissected for scRNA-seq analysis (Figure 1A). Single-cell transcriptional libraries were obtained using 10x Genomics library preparation protocols, and virus barcode expression libraries were obtained using user-defined primers, which could enrich cDNA fragments composed of barcode index, unique molecular identifiers (UMIs), and the cell barcode (Figure 1B). 

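For each of 3 mice without sorting, and for 1 library pooled from 3 other mice after FAC-sorting, the deposited files hold the projectome reads of the recovered cells, the barcode UMI counts per cell and the annotation of the cells. The viruses were injected at 8 weeks of age and the tissue was taken 6 weeks later. Each projectome read carries a cell barcode, a UMI and the 15 bases at the place of the virus barcode. A UMI is a random tag added to each cDNA molecule before PCR, so that the reads of 1 molecule are counted once. Unsorted mice 1, 2 and 3 had 20443286, 30613665 and 32895529 projectome reads, and the FAC-sorted library had 30272582. This gave 2542, 4115 and 4544 reads per recovered cell in the unsorted mice and 14639 in the FAC-sorted library. The authors matched the reads to the 5 barcodes with the deMULTIplex package, allowed 2 mismatches, and counted UMIs without normalization. A recount from the deposited reads gave the same count in all but 14740 of 123940 entries for a cell and a barcode. Each of these 14740 entries had 1 UMI in the recount and 0 in the authors' table. The counts came from 635292, 733033, 783656 and 627188 different combinations of cell, barcode and UMI in the same order of libraries. Each combination had on average 29.3, 37.9, 38.5 and 41.7 reads, with a median of 1 read in every library. Combinations with at least 2 reads held between 98.0% and 98.7% of the reads. The same UMI also occurred with another barcode of the same cell in 44.1%, 44.8%, 48.1% and 35.9% of the combinations, where chance gives at most 0.00784%. Such UMIs were counted for each barcode, as in the authors' tables. Valid barcodes were called with the thresholds the paper states, and cell types and subtypes were taken from the authors' annotation. The 3 unsorted mice gave the mean and SD, and the FAC-sorted library has no replicate. The 95% intervals given are exact binomial (Clopper-Pearson) intervals and cover counting error only.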

We detected 24,788 cells in the raw data matrix. 

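The barcode tables listed 8042, 7439 and 7239 cells for unsorted mice 1, 2 and 3 and 2068 cells for the FAC-sorted library. At least 1 projectome read was found for 8017, 7435, 7231 and 2068 of these cells.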

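The deposited annotation, which leaves out the cells with the highest barcode counts, covers 6614, 5966 and 5775 cells of unsorted mice 1, 2 and 3 and 1692 FAC-sorted cells, 20047 in all. Between 502 and 7999 genes and between 1002 and 56366 transcriptome UMIs were detected per annotated cell. Mitochondrial genes made up at most 19.9% of the UMIs of a cell, with a median of 6.85%. The median number of transcriptome UMIs per cell was 6053.5, 6468.5 and 6729 in the unsorted mice and 30189 in the FAC-sorted library. Excitatory neurons were 39.2% ± 0.815 (SD, n = 3) of the cells of the unsorted mice, microglia 15.8% ± 0.162 and endothelial cells 14.9% ± 0.429. In the FAC-sorted library, excitatory neurons were 95.2% of the cells and microglia 3.37%.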

Following initial quality control, which ensured the number of detected RNA in each cell ranged between 500 and 8000, RNA UMI counts in each cell were within 1000–60,000, and the percentage of mitochondrial genes remained below 20%, we recovered 1791 cells undergoing fluorescence-activated cell sorting (FACS) from three mice and 19,470 single cells without sorting from the other three mice, a total of 21,261 cells. Transcriptional profiling of all cells revealed major cell types including excitatory neurons (*Slc17a7*^+^), microglia (*C1qa*^+^), endothelial cells (*Itm2a*^+^, Endo), oligodendrocyte progenitor cells (*Olig2*^+^*Mog*^-^, OPCs), oligodendrocyte (*Olig2*^+^*Mog*^+^, Oligo), inhibitory neurons (*Gad1*^+^), astrocyte (*Aldh1l1*^+^, Astro), and activated microglia (*C1qa*^+^*Pf4*^+^, Act. Microglia) as previously reported (Bhattacherjee et al., 2019; Figure 1C–E). 

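Among the annotated cells, 441, 452 and 462 cells of unsorted mice 1, 2 and 3 and 793 FAC-sorted cells had at least 1 barcode above its threshold. These were 7.41% ± 0.681 (SD, n = 3) of the cells of the unsorted mice and 46.9% of the FAC-sorted cells (95% interval, 44.5% to 49.3%). A value pooled over all cells therefore weights the FAC-sorted library by 793 of 2148 barcoded cells.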

Barcoded cells below refer to a collection of barcoded cells from unsorted group and FAC-sorted group.

**Figure 1.**
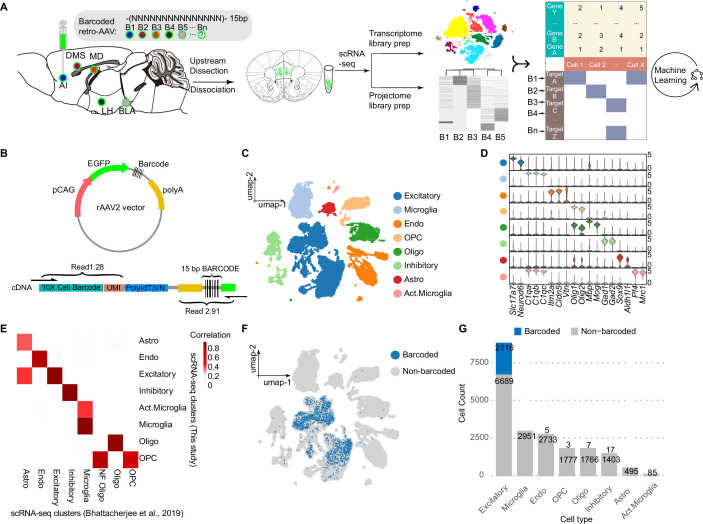
MERGE-seq characterized single-neuron transcriptomes and projectomes simultaneously. (**A**) Schematic diagram of the experimental workflow. (**B**) rAAV2 plasmid vector design, and schematic of designed primers to recover cell barcode and UMI in read 1, and 3’ tail of EGFP and virus barcode in read 2. According to the recommendation of 10x Genomics, a faithful mapping should cover 28 bp for read 1 and 91 bp for read 2. In our design, 150 bp pair-end sequencing can sufficiently meet the need to recover cell barcode, UMI and virus barcode. (**C**) Umap embedding of transcriptional clustering results for all vmPFC cells. (**D**) Stacked violin plots showing the expression of markers for each cluster. (**E**) Heatmap showing the gene-expression correlation between major cell types defined by scRNA-seq of this study and Bhattacherjee et al., 2019. (**F**) Umap embedding of all determined barcoded cells labeled in blue. (**G**) Bar plot showing frequency of barcoded (blue) and non-barcoded (grey) cells in all recovered cell types. In (**C–E**), 21,261cells were represented. In (**F, G**), 20,047cells were represented. 1214 cells with exceptionally high nUMIs were removed.

**Figure 1—figure supplement 1.**
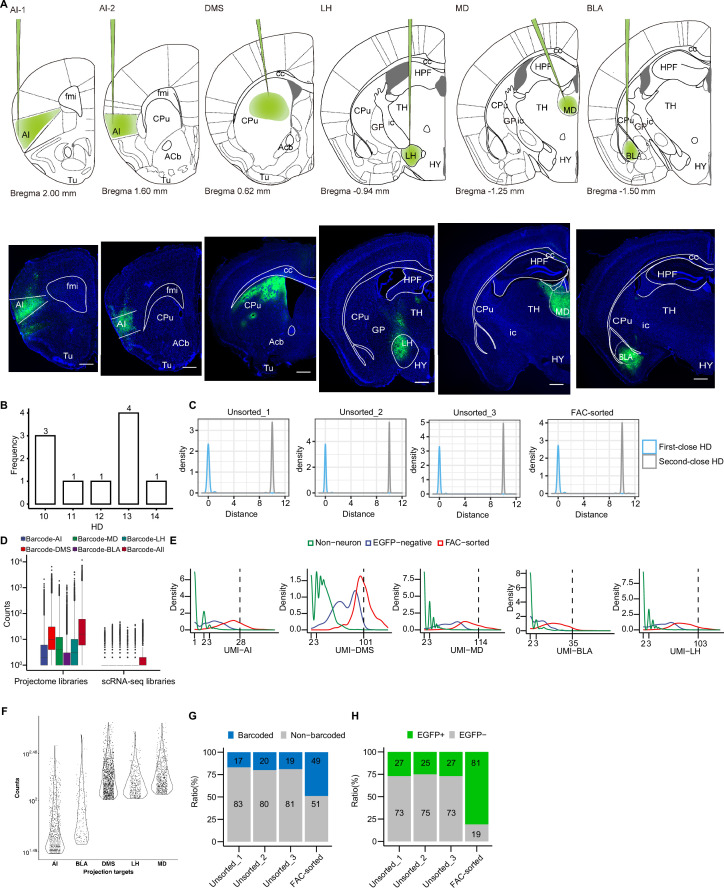
Validation of rAAV2-retro injection sites and determination of valid barcoded cells. (**A**) The position of injection sites (AI-1, AI-2, DMS, LH, MD, BLA) to deliver rAAV2-retro-EGFP plotted on coronal section diagrams (top). The left corner values indicate the anteroposterior distance of the section from bregma. Representative immunohistochemistry images showing rAAV2-retro-EGFP injection sites in coronal sections (bottom). Scale bars: 500 μm. AI-1, agranular insular cortex, anterior; AI-2, agranular insular cortex, posterior. (**B**) Frequency of hamming distance (HD) of five reference barcode sequences. (**C**) Density distribution of HD of best and second-best hit when comparing barcode sequences form reads to and five barcode references. The distance to the best hit (identified barcode) is 0 across four samples as we used perfect match for the identification. And the distance of the second best hit is ~10, showing that there are sufficient sequence difference to identify the right barcode among five references during sequencing. (**D**) Boxplot displaying the count distribution of UMIs for neurons with projections identified by different barcodes and a sum of all five barcodes across projectome and scRNA-seq libraries. (**E**) Density plots contrasting the distribution of UMIs for each target region between non-neuronal cells (green), EGFP-negative cells (blue), and FAC-sorted cells (red). The dashed line indicates a threshold for UMI counts of a barcoded neuron. Note that EGFP-negative cells are subset of FAC-sorted group and determined as nUMI of *EFGP* RNA = 0. (**F**) Violin plots of Log_10_ normalized projection index barcode counts. Note that after choosing the UMI counts threshold, UMI counts below threshold were dropped to zero. (**G**) Stacked bar plot showing barcoded and non-barcoded cell ratio in FAC-sorted group or unsorted group as determined by stringent UMI threshold. (**H**) Stacked bar plot showing EGFP-positive (nUMI of *EFGP* RNA >0) and EGFP-negative cells (nUMI of *EFGP* RNA = 0) ratio in FAC-sorted group or unsorted group as determined by scRNA-seq.

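Of the deposited projectome reads, 88.4%, 89.7%, 90.1% and 84.5% matched 1 of the 5 barcodes exactly in unsorted mice 1, 2 and 3 and the FAC-sorted library. With up to 2 mismatches, as in the methods, 90.9%, 90.8%, 91.6% and 86.4% matched. Reads with a mismatch were 2.79%, 1.20%, 1.62% and 2.29% of the matched reads. When exact matches alone were counted, 1946 excitatory neurons with a subtype had a valid barcode, in place of 2050, and the dedicated share of barcoded neurons was 64.9% under both rules.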

First, we validated that each target region was labeled and effectively covered by the rAAV2-retro-EGFP (Figure 1—figure supplement 1A). Next, we showed that there were sufficient sequence differences to distinguish one barcode from others and sufficient sequences difference to identify the right barcode among five references during sequencing (Figure 1—figure supplement 1B, C). 

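The barcodes were CTGCACCGACGCATT for AI, GAAGGCACAGACTTT for DMS, GTTGGCTGCAATCCA for MD, AAGACGCCGTCGCAA for BLA and TATTCGGAGGACGAC for LH. In the order of these targets, they held 274103, 1283485, 611123, 138142 and 472316 UMIs over the 4 libraries, or 9.86%, 46.2%, 22.0%, 4.97% and 17.0% of all barcode UMIs. The 10 pairs of barcodes differed at 10 to 14 of the 15 positions. The closest pairs, AI and DMS, DMS and MD, and BLA and LH, differed at 10 positions. For a read with an exact match the distance to the next barcode was 10, and for a read with up to 2 mismatches it was at least 8. None of these matched reads was as close to a second barcode as to the first.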

Since each downstream brain region of vmPFC received a unique and predetermined barcoded virus, each virus barcode identified in a vmPFC neuron represents the specific corresponding downstream brain region that the neuron projects to. 

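In the projectome libraries, a recount from the reads gave at least 1 UMI in 93.4% of the excitatory neurons with a subtype for AI, 99.9% for DMS, 98.6% for MD, 79.9% for BLA and 97.8% for LH. For the same barcodes, at least 1 UMI was counted in 41.0%, 95.1%, 66.4%, 21.6% and 58.6% of the non-neuronal cells, which are a negative control. The median depth was 22607 transcriptome UMIs in excitatory neurons and 4114 in non-neuronal cells, so a single UMI was not read as a projection. Over the 5 barcodes of the deposited tables, all excitatory neurons had a median of 35, 52 and 49 UMIs in unsorted mice 1, 2 and 3 and 201 in the FAC-sorted library. The barcode counts of the scRNA-seq libraries were not analysed here.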

We found abundant zero counts for projection barcodes in scRNA-seq libraries, contrasting robust detection in projectome libraries generated by targeted amplification from full-length cDNA (Figure 1—figure supplement 1D). To determine validly barcoded cells, we first calculated the 95th nUMI percentile across all barcodes and removed outlier cells with exceptionally high nUMI (see Materials and methods). 

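The 95th percentile of the barcode UMIs per cell, taken within each library, was 403.9, 486.2 and 529.3 in unsorted mice 1, 2 and 3 and 1012.3 in the FAC-sorted library. It set apart 403, 373, 363 and 104 cells, 1243 in all. Of the 1243 cells, 51 had 1 valid barcode, 254 had 2, 236 had 3, 170 had 4 and 532 had all 5. A cell with 5 valid barcodes has at least 386 UMIs. The removed cells are not in the deposited annotation, so the type of each cell is not known. The paper's numbers of subtyped excitatory neurons before and after the removal imply that most of the 1214 cells it removed were such neurons. The barcoded shares below leave the removed cells out unless stated.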

We used ‘EGFP-negative’ FAC-sorted cells (defined by nUMI EGFP = 0) and non-neuronal cells from scRNA-seq as negative controls to calculate 99.9th percentile UMI thresholds per barcode using empirical cumulative distribution functions (ECDF; Figure 1—figure supplement 1E). By taking the higher threshold for each barcode from these two negative control analyses, we classified cells exceeding these values as validly barcoded. It is worth mentioning that the UMI threshold differs for different targets due to different magnitude of barcode expression of each projection target (Figure 1—figure supplement 1F). 

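Over the 9822 non-neuronal cells, the 99.9th percentile of the UMI count was 23 for AI, 82 for DMS, 71 for MD, 10 for BLA and 40 for LH. EGFP counts were not used here, so the other negative control was not recomputed. The calls here use the thresholds of the paper's methods, 28, 101, 114, 35 and 103 in the same order, and a count had to exceed its threshold. Above these thresholds were 4, 5, 4, 0 and 3 non-neuronal cells, where 0 of 9822 cells allows a share of up to 0.0305%. The 99th percentile of the same cells was 5, 24, 9, 3 and 7 UMIs.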

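In barcoded excitatory neurons, the median count of a valid barcode was 42 UMIs for AI, 158 for DMS, 164 for MD, 60 for BLA and 142 for LH. In the excitatory neurons where the barcode was not valid, the median was 4, 26, 11, 2 and 9 UMIs. Many valid counts lay close to the threshold. Within 1.5 times the threshold were 52.0% of the valid counts for AI, 47.1% for DMS, 53.8% for MD, 44.2% for BLA and 60.8% for LH.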

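Among excitatory neurons, 24.0% had at least 1 valid barcode (95% interval, 23.1% to 24.9%). The share was 16.5%, 19.5% and 19.5% in unsorted mice 1, 2 and 3 and 49.1% in the FAC-sorted library. It was 1.20% among inhibitory neurons (interval, 0.699% to 1.91%), 0.395% among oligodendrocytes, 0.183% among endothelial cells and 0.169% among oligodendrocyte progenitor cells. No barcoded cell was found among 2951 microglia, which allows a share of up to 0.102%, among 495 astrocytes, which allows up to 0.606%, or among 85 activated microglia, which allows up to 3.53%. All cells outside excitatory neurons together had 32 barcoded cells among 11242, or 0.285%. The paper took the higher threshold of non-neuronal and of EGFP-negative sorted cells. For every barcode, the 99.9th percentile of the non-neuronal cells lay below the stated threshold. This fixes in part how few non-neuronal cells pass. Inhibitory neurons were not among the non-neuronal control cells. Thresholds at the 99th percentile of the non-neuronal cells moved the share most, to 69.9% of excitatory neurons and 3.82% of all other cells. From the low shares in the other cell types, the paper states that the labelled cells are mainly excitatory neurons and relates this to the known identity of mPFC projection neurons.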

Across all detected cell types, barcoded cells were primarily excitatory neurons rather than inhibitory neurons or non-neuronal cell types (2116 validly barcoded in 8805 excitatory neurons, and 5 validly barcoded in 2738 endothelial cells, 3 validly barcoded in 1780 oligodendrocyte progenitor cells, 7 validly barcoded in 1773 oligodendrocytes, and 17 in 1420 inhibitory neurons, Figure 1F and G). This is consistent with the finding that mPFC projection neurons are excitatory (Gabbott et al., 2005). Using this stringent threshold, 49.0% of FAC-sorted and 18.7% of unsorted cells were classified as barcoded (Figure 1—figure supplement 1G). 

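Among excitatory neurons, 18.5% ± 1.74 (SD, n = 3) were barcoded in the unsorted mice, and the pooled share was 18.4% (95% interval, 17.5% to 19.3%). The share in the FAC-sorted library, 791 of 1611 neurons, had an interval of 46.6% to 51.6%. It lay 30.7 percentage points above the pooled share and above every unsorted mouse. With 1 library against 3, an exact one-sided permutation test gives p = 0.25, the smallest p this design allows, so it cannot fall below 0.05. When the reads of every library were thinned to the same number per recovered cell, with the same thresholds, both shares were 15.1%. With thresholds recomputed on the thinned counts, a choice made after the values were seen, the shares were 36.6% and 28.1%. Among excitatory neurons with a subtype, 51.8% of the FAC-sorted and 18.9% of the unsorted neurons were barcoded.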

In parallel, we calculated EGFP^+^ ratios (nUMI of *EGFP* RNA >0) as 81% for FAC-sorted and 26% on average for unsorted cells (Figure 1—figure supplement 1H). The lower fraction of barcoded versus EGFP^+^ cells suggests our conservative threshold increases false negatives, classifying some low UMI cells as non-barcoded. Therefore, we focused analyses on reliably barcoded cells, though conclusions may not capture the full heterogeneous projection repertoire. Together, these results demonstrate that MERGE-seq can record single neuron transcriptome and projectome simultaneously.

### MERGE-seq reveals transcriptomic heterogeneity and cell type composition of vmPFC neurons projecting to different targets

Previous studies have shown that vmPFC neurons project to multiple brain regions including AI, DMS, BLA, LH, and MD; however, the cell type composition of these projection neurons remains largely unknown (Le Merre et al., 2021). Combining with single neuron transcriptome, we explored the transcriptome and subtype composition of vmPFC neurons projecting to different downstream brain regions. We first re-clustered excitatory projection neurons expressing *Slc17a7* (also known as vesicular glutamate transporter, *Vglut1*). Clusters with low gene/UMI counts and high mitochondrial gene expression were filtered out as low-quality (Ilicic et al., 2016). Some clusters exhibited non-neuronal cell markers like microglial genes (*C1qa*, *C1qb*), oligodendrocyte genes (*Olig1*, *Olig2*), and endothelial cell genes (*Flt1*, *Cldn5*) despite small cluster size, indicating contamination from other cell types incorrectly grouped within excitatory neurons after initial clustering. In total, we filtered out 637 cells that were identified as either low-quality or contaminated with non-neuronal cell types and recovered 9368 excitatory neurons (see Materials and methods, Figure 2—figure supplement 1A, Supplementary file 1). We generated seven excitatory neuron clusters, which were annotated based on typical markers of cortical layers (Bhattacherjee et al., 2019; Sorensen et al., 2015; layer 2/3, *Cux2*; layer 5, *Etv1*; layer 6, *Sulf1*) and differentially expressed genes (DEGs; Supplementary file 2). These neuron clusters include L2/3-Calb1 (4.1%), L2/3-Rorb (5.9%), L5-Bcl6 (3.3%), L5-Htr2c (3.9%), L5-S100b (11.6%), L6-Npy (12.6%), and L6-Syt6 (58.7%; Figure 2A). 

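The authors' annotation gives a subtype for 8210 of the 8805 excitatory neurons, 2440, 2146 and 2119 in unsorted mice 1, 2 and 3 and 1505 in the FAC-sorted library. In the unsorted mice, L6-Syt6 made up 61.0% ± 2.35 (SD, n = 3) of these neurons and L5-S100b 9.99% ± 1.79. L2/3-Rorb made up 5.56% ± 0.505, L5-Htr2c 4.70% ± 0.262, L2/3-Calb1 4.42% ± 0.180 and L5-Bcl6 3.11% ± 0.505. In the FAC-sorted library, the share was 18.5% for L5-S100b, 7.24% for L2/3-Rorb, 3.99% for L5-Bcl6, 2.52% for L2/3-Calb1 and 0.266% for L5-Htr2c, which was 4 neurons.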

The layer and subtype marker genes of these clusters were confirmed to be expressed in corresponding layers in the vmPFC, as revealed by in situ hybridization results of the Allen Mouse Brain Atlas (Figure 2A, Figure 2—figure supplement 1A–C). Of note, we captured more layer 6 neurons than superficial layer neurons (12.6% L6-Npy and 58.7% L6-Syt6, Figure 2B), which is different from a previous report (Bhattacherjee et al., 2019). 

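L6-Npy made up 11.3% ± 0.482 (SD, n = 3) of the neurons of the unsorted mice and 18.4% of those of the FAC-sorted library. L6-Syt6 was the largest subtype in each of the 4 libraries, with 49.1% in the FAC-sorted library.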

We speculate that different dissociation protocols may cause biased neuron capture.

**Figure 2.**
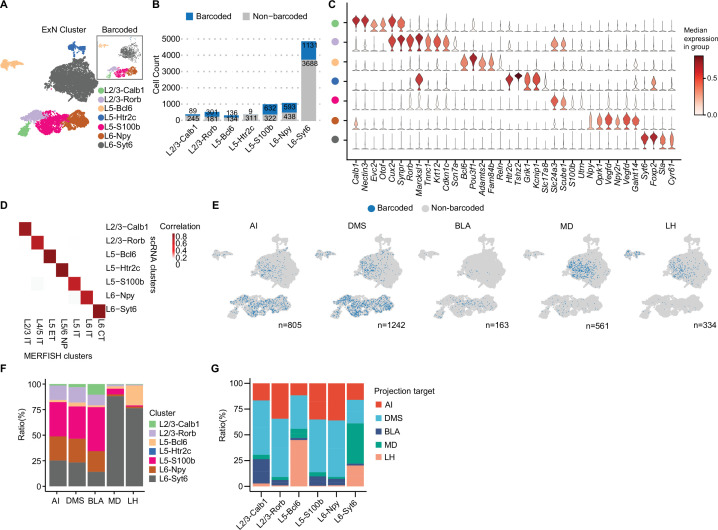
MERGE-seq unravels transcriptomic heterogeneity of projection target-defined vmPFC neurons. (**A**) Umap embedding of excitatory neuron subtype annotation. (**B**) Bar plot showing frequency of barcoded (blue) and non-barcoded (grey) neurons in distinct neuron subtypes. (**C**) Stacked violin plot showing the expression of markers for each neuronal subtype. (**D**) Heatmap showing the gene-expression correlation between excitatory subtypes defined by Multiplexed Error-Robust Fluorescence in situ Hybridization (MERFISH) and scRNA-seq. MERFISH data were downloaded from Bhattacherjee et al., 2023. (**E**) Umap embeddings of barcoded (blue) neurons projecting to each target. Number indicates the number of barcoded cells for each target. (**F**) Bar plot describing the distribution of neuronal subtypes for barcoded neurons associated with each projection target. Neuronal subtype color codes are the same as in (**A**), number of barcoded cells are same as the number indicated in (**E**) for each target. (**G**) Bar plot describing the distribution of projection targets for barcoded neurons associated with each neuronal type. In (**A, C, D**), 9368 cells in total were represented. In (**B, E, F**), 8210 cells in total were represented. In (**G**), cell numbers represented are as follows: L2/3-Calb1=72 cells, L2/3-Rorb=331 cells, L5-Bcl6=145 cells, L5-S100b=766 cells, L6-Npy=526 cells, L6-Syt6=1264 cells.

**Figure 2—figure supplement 1.**
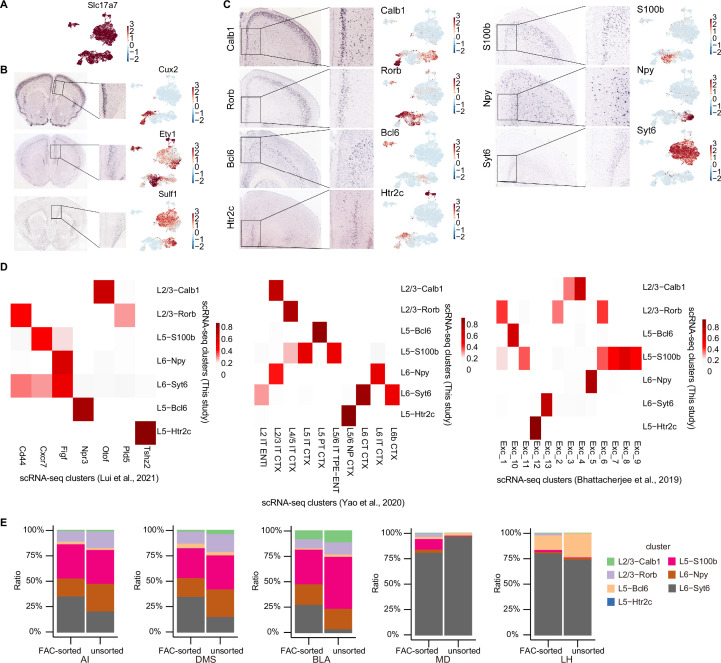
Layer and cluster annotation using the mouse brain atlas and published scRNA-seq transcriptomes, and projection patterns per mouse. (**A**) Normalized *Slc17a7* (*vGlut1*) expression for all extracted excitatory neurons. (**B**) In situ hybridization of typical layer-specific markers within the vmPFC region from the Adult Mouse Brain Atlas. *Cux2* is layer 2/3-specific; *Etv1* is layer 5-specific; *Sulf1* is layer 6-specific (left). Normalized expression of *Cux2*, *Etv1*, and *Sulf1* at umap embedding (right). (**C**) In situ hybridization of typical neuronal subtype markers in the vmPFC from the Adult Mouse Brain Atlas. *Calb1* and *Rorb* are layer 2/3-specific; *Htr2c* and *S100b* are layer 5-specific; *Bcl6* is around the transition of layer 2/3 and layer 5. *Syt6* and *Npy* are layer 6-specific, though *Npy* is distributed sporadically. Corresponding normalized gene expression embedded in umap is plotted in the right panel. (**D**) Heatmap showing the gene-expression correlation between excitatory subtypes defined by scRNA-seq of this study and (Lui et al., 2021), (left) or (Yao et al., 2021), (middle) or (Bhattacherjee et al., 2019), (right). (**E**) Stacked bar plots showing neuronal subtype composition of pooled unsorted mice and pooled FAC-sorted mice for each projection target. Statistical approach was not applied due to the limitations of having a single observation per cluster per group.

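The share of neurons with at least 1 valid barcode was 52.3% in L5-S100b, 47.9% in L2/3-Rorb, 37.9% in L6-Npy, 34.1% in L5-Bcl6, 17.1% in L2/3-Calb1, 16.2% in L6-Syt6 and 0.313% in L5-Htr2c. These were 499, 231, 391, 92, 57, 779 and 1 neurons. In the unsorted mice the share was 47.0% ± 9.92 (SD, n = 3) in L5-S100b, 42.4% ± 5.28 in L2/3-Rorb, 34.7% ± 4.96 in L6-Npy, 27.8% ± 1.92 in L5-Bcl6, 13.9% ± 3.68 in L2/3-Calb1 and 10.9% ± 1.17 in L6-Syt6. In the FAC-sorted library the share was higher in each of these subtypes, with 42.1% in L2/3-Calb1, 45.2% in L6-Syt6 and 69.1% in L5-S100b.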

Cells that were retrogradely barcoded spanned all layers of the vmPFC (layer 2/3, 5, and 6) and included all seven neuronal subtypes (Figure 2A–C). These subtypes were highly corresponding to the spatially resolved PFC excitatory neuronal subtypes (Bhattacherjee et al., 2023; see Materials and methods, Figure 2D). High correlation allows us to infer the spatial localization of our annotated subtypes detected in scRNA-seq data. We also found that excitatory neuronal subtypes are transcriptionally similar to those previously reported (Figure 2—figure supplement 1D; Bhattacherjee et al., 2019; Lui et al., 2021; Yao et al., 2021). All these integrated analyses suggest that multiple viral infections will not significantly affect the transcriptional state of these retrogradely labeled vmPFC neurons. For the L5-Htr2c subtype, only nine neurons were recovered with valid barcodes, possibly due to cell loss during single-cell dissociation or tropism of AAV2-retro, or these neurons may intrinsically not project to any target we chose (Figure 2B). 

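With the thresholds of the paper, 1 of 320 L5-Htr2c neurons had a valid barcode, and its target was DMS. It was 1 of 4 L5-Htr2c neurons of the FAC-sorted library. None of the 316 L5-Htr2c neurons of the unsorted mice had one, which allows a share of up to 0.949%. With thresholds recomputed on the non-neuronal cells of all libraries, 12 L5-Htr2c neurons had a valid barcode. L5-Htr2c neurons had a median of 14552.5 transcriptome UMIs and 25 barcode UMIs. In the other subtypes the medians were 18827 to 25689.5 transcriptome UMIs.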

Neurons projecting to DMS were abundant (n=1242), whereas neurons projecting to BLA were rare (n=163; Figure 2E). These results are consistent with data acquired via conventional fluorescence-based retrograde tracing in the prefrontal cortex of rats (Gabbott et al., 2005).

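DMS-projecting neurons numbered 194, 216 and 258 in unsorted mice 1, 2 and 3 and 574 in the FAC-sorted library. BLA-projecting neurons numbered 22, 25, 37 and 79 in the same order. The ratio of DMS- to BLA-projecting neurons was 7.62 over all libraries, 8.14 ± 1.02 (SD, n = 3) in the unsorted mice and 7.27 in the FAC-sorted library. Between them were AI with 805 neurons, MD with 561 and LH with 334. The thresholds differ between the barcodes, and this ratio depends on them. A single threshold of 101 UMIs for all barcodes moved it most upward, to 33.6, and thresholds recomputed on the non-neuronal cells of all libraries gave 1.34. With thresholds on barcode UMIs per 10000 transcriptome UMIs, a choice made after the values were seen, DMS-projecting neurons were fewer than BLA-projecting neurons, 113 against 135.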

We next calculated the subtype composition of vmPFC neurons projecting to each downstream brain region. Interestingly, we found that these target specific projection neurons were transcriptionally heterogeneous, which were composed of different neuronal subtypes (Figure 2F). Neurons projecting to LH or MD were mainly L6-Syt6 subtype, whereas neurons projecting to AI, DMS, or BLA were mainly composed of L5-S100b, and to a lesser extent L6-Npy and L2/3-Rorb subtypes (Figure 2F). It is worth noting, based on the observed ratios, that the cellular composition of target-specific projection neurons from FAC-sorted or unsorted groups is similar (Figure 2—figure supplement 1E).

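L6-Syt6 made up 88.1% of MD-projecting neurons (95% interval, 85.1% to 90.6%) and 76.3% of LH-projecting neurons (71.4% to 80.8%). L5-Bcl6 made up 19.5% of LH-projecting neurons. Of AI-projecting neurons, 33.4% were L5-S100b, 25.2% L6-Syt6, 23.6% L6-Npy and 14.2% L2/3-Rorb. Of DMS-projecting neurons, 31.6% were L5-S100b, 23.3% L6-Syt6, 23.2% L6-Npy and 15.1% L2/3-Rorb. Of BLA-projecting neurons, 42.9% were L5-S100b, 20.2% L6-Npy, 14.1% L6-Syt6, 10.4% L2/3-Rorb and 10.4% L2/3-Calb1. Within each library, the L6-Syt6 share was higher among MD- than among DMS-projecting neurons, by 86.2, 78.9 and 81.4 percentage points in unsorted mice 1, 2 and 3 and 46.2 in the FAC-sorted library. An exact two-sided sign-flip test over the 4 libraries gave p = 0.13, the smallest p this test can give with them. Thresholds at the 99th percentile of the non-neuronal cells moved these shares most, to 54.3% for MD and 52.3% for DMS. From these compositions, the paper states that neurons projecting to a given target are transcriptionally heterogeneous.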

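The subtype composition was compared between the FAC-sorted library and the range of the 3 unsorted mice for the 35 pairs of a target and a subtype. In 4 of these, L5-Htr2c for each target but DMS, no library had a neuron, and they were left out, a choice made after the values were seen. The FAC-sorted share was above every unsorted mouse in 11 of the 31 other pairs, below every unsorted mouse in 10 and within their range in 10. If the 4 libraries were interchangeable, 15.5 pairs would lie within the range. Among DMS-projecting neurons, L6-Syt6 made up 12.4%, 16.7% and 13.2% in unsorted mice 1, 2 and 3, or 14.1% ± 2.28 (SD, n = 3), and 34.0% in the FAC-sorted library. Among AI-projecting neurons the L6-Syt6 share was 18.1% ± 7.69 and 34.3%. Of the BLA-projecting neurons, 0, 0 and 5.41% were L6-Syt6 in the unsorted mice and 26.6% in the FAC-sorted library. The share was lower in the FAC-sorted library for MD, with 96.3% ± 2.08 and 80.1%, and it was 74.0% ± 9.55 and 79.7% for LH. With reads thinned to the same number per recovered cell, 10.4% of the FAC-sorted DMS-projecting neurons were L6-Syt6.

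**Figure D1:**
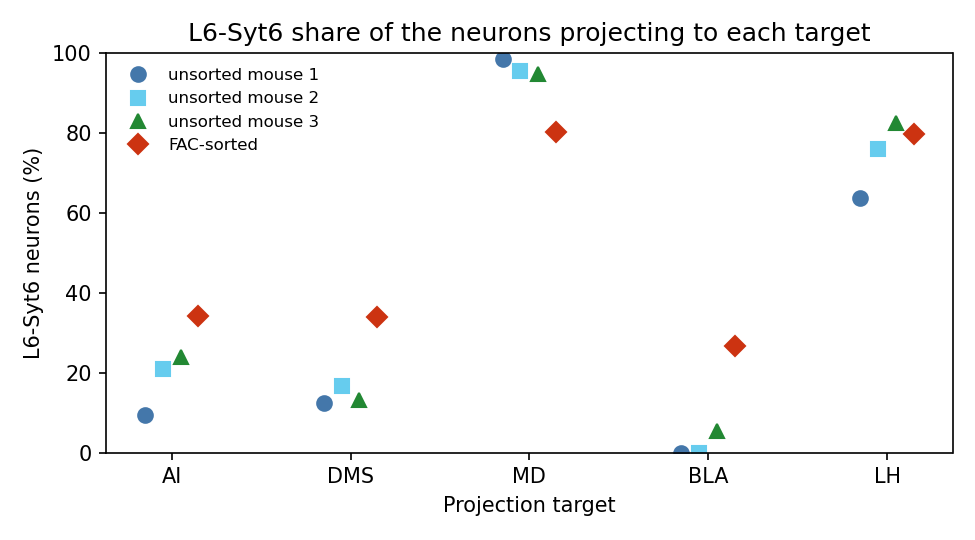
The L6-Syt6 share (percent) of the neurons projecting to each target, with 1 point per library for the 3 unsorted mice and the FAC-sorted library. For DMS the FAC-sorted library is at 34.0% and the unsorted mice lie between 12.4% and 16.7%.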

As the layer distribution of each neuron subtype can be inferred by their layer specific marker gene expression, these results also implied the layer distribution of neurons projecting to each target (Figure 2E, Figure 2—figure supplement 1B). By calculating the projection properties of each vmPFC neuron subtype, we found that each transcriptome-defined neuron subtype can project to specific but multiple targets. For instance, L5-S100b, L6-Npy and L2/3-Rorb mainly projected to AI, DMS and BLA, while L6-Syt6 mainly projected to MD and LH (Figure 2G). 

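The barcoded neurons made 3105 pairs of a neuron and a target. DMS was 56.5%, AI 34.4% and BLA 5.14% of the pairs of L2/3-Rorb, with MD at 3.02%. MD was the target of no L2/3-Rorb neuron of the unsorted mice and of 9.17% of those of the FAC-sorted library. Of the pairs of L5-S100b, DMS was 51.2%, AI 35.1% and BLA 9.14%. For L6-Syt6, MD was 39.1%, DMS 22.9%, LH 20.2%, AI 16.1% and BLA 1.82%. LH was the target of 2.95%, 3.25% and 3.62% of the L6-Syt6 neurons of unsorted mice 1, 2 and 3, and DMS of 1.68%, 2.66% and 2.62%. In the FAC-sorted library the order was the other way round, with 16.5% for LH and 26.4% for DMS. MD was the most frequent target of L6-Syt6 in every library, with 6.60% ± 1.54 (SD, n = 3) of the neurons of the unsorted mice and 30.6% of the FAC-sorted neurons.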

Interestingly, we also found that different neuron subtypes localized in the same layer could project to distinct targets. For instance, L6-Npy neurons projecting to AI, DMS, and BLA, while L6-Syt6 neurons projecting to MD, DMS, and LH (Figure 2G). 

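Of the pairs of L6-Npy, DMS was 54.8%, AI 36.1%, BLA 6.27%, MD 1.90% and LH 0.951%. DMS was the target of 24.3% ± 6.41 (SD, n = 3) of the L6-Npy neurons of the unsorted mice, AI of 18.1% ± 5.20 and BLA of 2.22% ± 0.895. MD was the target of 1 L6-Npy neuron of the unsorted mice and of 3.25% of those of the FAC-sorted library.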

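In layer 5, DMS was the target of 34.7% ± 8.97 (SD, n = 3) of the L5-S100b neurons of the unsorted mice, AI of 25.6% ± 8.48 and LH of 0.175% ± 0.302. Of the L5-Bcl6 neurons, LH was the target of 19.4% ± 6.31, DMS of 11.3% ± 5.56 and AI of 4.81% ± 3.61. In the FAC-sorted library, LH was the target of 1.08% of the L5-S100b and 36.7% of the L5-Bcl6 neurons. Over all libraries, LH was 44.8% and DMS 32.4% of the neuron and target pairs of L5-Bcl6, and LH was 0.522% of those of L5-S100b.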

Similar phenotypes were observed for L5-S100b and L5-Bcl6 subtypes (Figure 2G), suggesting transcriptomic and projection/function diversities in the spatially close neurons within the same cortical layer.

Together, by MERGE-seq analysis, we have revealed the heterogeneity and cellular composition of vmPFC neurons projecting to different target. Our results demonstrate that vmPFC neurons projecting to a certain target are composed of different transcriptome-defined neuronal subtypes, and individual transcriptome-defined subtypes of vmPFC neuron project to multiple targets.

### MERGE-seq reveals dedicated and collateral projection patterns of vmPFC neuron at single cell level

Interestingly, we found that a portion of barcoded vmPFC neurons had more than one type of barcode, suggesting collateral projection of these neurons. 

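More than 1 valid barcode was found in 53 of 416, 125 of 425 and 183 of 429 barcoded neurons of unsorted mice 1, 2 and 3 and in 359 of 780 of the FAC-sorted library, 720 neurons in all. Within library and subtype, these neurons had a median of 1.06 times the transcriptome UMIs of neurons with 1 valid barcode. Random pairs of neurons, as in droplets with a pair of cells, had between 1.52 and 1.79 times. Some UMIs of these neurons occurred with more than 1 barcode. When each such UMI was given only to the barcode with the most reads, and dropped where the most reads were tied, 201 of the 720 neurons still had more than 1 valid barcode. Of the others, 513 had 1 and 6 had none.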

We therefore analyzed the projection pattern of each barcoded vmPFC neuron by calculating the number of valid barcode types (see Materials and methods). We defined the dedicated projection neuron as a neuron containing only one type of barcode, the collateral projection neuron as a neuron containing more than one type of barcode. We found 64.88% of 2050 viral-barcoded neurons belonged to dedicated projection and the remaining belonged to collateral projection. 

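Dedicated neurons made up 87.3%, 70.6% and 57.3% of the barcoded neurons of unsorted mice 1, 2 and 3, or 71.7% ± 15.0 (SD, n = 3), and 54.0% in the FAC-sorted library. Pooled, the 95% interval for 1330 of 2050 neurons was 62.8% to 66.9%, which is narrower than the spread between the mice. The share depended on the processing. The thresholds at the 99th percentile of the non-neuronal cells moved it most, to 17.5%. Thresholds recomputed at the 99.9th percentile over all libraries gave 47.1%. With the removed cells kept as neurons the share was 41.9%. It was then 50.4%, 37.7% and 31.1% in unsorted mice 1, 2 and 3 and 47.6% in the FAC-sorted library. With each UMI of a cell given to a single barcode, the share was 89.7%, and with that count and recomputed thresholds, a choice made after the values were seen, 71.1%. The paper counts a neuron with 1 valid barcode type as dedicated and one with more as collateral, and states from these shares how vmPFC neurons divide between the 2 kinds.

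**Figure D2:**
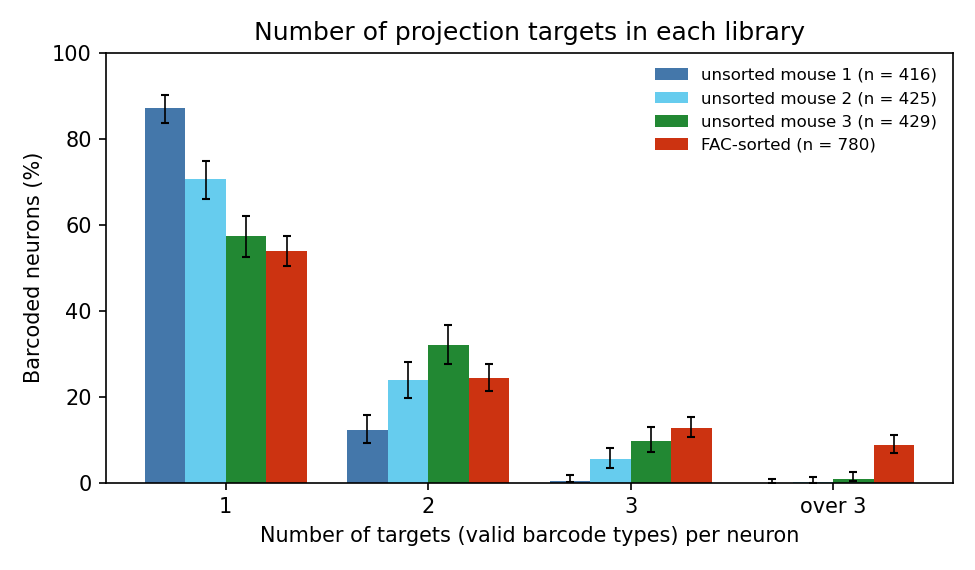
The share of barcoded neurons (percent) with 1, 2, 3 or more than 3 targets in each library. Bars are the share in 1 library and error bars the exact binomial 95% interval. The share with 1 target lies between 54.0% and 87.3%. Cells above the 95th percentile of barcode UMIs of their library are left out.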

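Neurons with 2 valid barcodes made up 12.3%, 23.8% and 31.9% of the barcoded neurons of unsorted mice 1, 2 and 3 and 24.4% of those of the FAC-sorted library. Neurons with 3 made up 0.481%, 5.41%, 9.79% and 12.8%. More than 3 valid barcodes were found in 0, 1 and 4 neurons of the unsorted mice, or 0.389% ± 0.485 (SD, n = 3), and in 69 neurons, or 8.85%, of the FAC-sorted library, which holds 69 of the 74 such neurons. In unsorted mouse 1, 0 of 416 neurons allow up to 3 neurons, or a share of 0.721%, and the upper bound of the exact two-sided 95% interval is 0.883%. The counted neurons leave out cells above 403.9, 486.2 and 529.3 barcode UMIs in the unsorted mice and above 1012.3 in the FAC-sorted library. Of the cells left out, 85, 155, 189 and 103 had all 5 valid barcodes in the same order. The difference between the groups may thus reflect these limits in part.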

A total of 23.37% had dual targets (bifurcated projection), 8.15% had triple targets, and 3.61%, if any, projected to more than three targets (Figure 3A). It is worth mentioning that the definition of ‘dedicated’ and ‘collateral’ projections relies solely on the analysis of MERGE-seq data. The quantitative resolution of dedicated and collateral projections of vmPFC neurons will depend on the comprehensiveness of retrograde labeling from all postsynaptic targets and labeling efficiency. By calculating the conditional probability that the same neuron projects to two targets (see Materials and methods), we found that vmPFC neurons projecting to AI or BLA were more likely to have collateral projection to DMS (Figure 3B). 

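Of AI-projecting neurons, 65.2% also projected to DMS (95% interval, 61.8% to 68.5%). The probability was 35.9%, 54.3% and 65.0% in unsorted mice 1, 2 and 3, or 51.7% ± 14.7 (SD, n = 3), and 82.2% in the FAC-sorted library. The share of DMS-projecting neurons among barcoded neurons without the AI barcode was subtracted within each library. The differences were -14.9, 5.65 and 9.79 percentage points in the unsorted mice and 14.3 in the FAC-sorted library (exact two-sided sign-flip test over the 4 libraries, p = 0.625). A barcoded neuron without a given barcode must carry another one, which by itself pulls such differences below 0 when most neurons are dedicated. Of BLA-projecting neurons, 56.4% also projected to DMS, against 60.9% of the barcoded neurons without the BLA barcode. In the 4 libraries the probability was 18.2%, 36%, 45.9% and 78.5%. The differences from neurons without BLA were -30.0, -15.8 and -15.5 percentage points in the unsorted mice and 5.44 in the FAC-sorted library (exact sign-flip test, two-sided, p = 0.25). The smallest p of this test is 0.13, so it cannot fall below 0.05. BLA-projecting neurons also projected to AI in 47.2%, the next highest probability. Thresholds recomputed over all libraries gave 75.6% for AI and 78.9% for BLA, with mean differences of 24.9 and 29.2 percentage points over the libraries. With each UMI given to a single barcode, the probabilities were 32.6% and 23.0%, and both mean differences were below 0. With thresholds recomputed on these counts, a choice made after the values were seen, they were 53.6% and 61.2%, with mean differences of 2.12 and -1.71 percentage points. Taking a second valid barcode in a neuron as a collateral projection, the paper reads these probabilities as collateral projections that favour DMS.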

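Of MD-projecting neurons, 15.7% also projected to LH, and of LH-projecting neurons, 26.3% also projected to MD. The second probability was 6.06%, 12.1% and 21.1% in unsorted mice 1, 2 and 3 and 42.5% in the FAC-sorted library. The first probability was 5.56%, 6.14% and 12.9% in unsorted mice 1, 2 and 3 and 23.0% in the FAC-sorted library. Minus that of barcoded neurons without MD, this was -12.5, -10.3 and -0.490 percentage points in the unsorted mice and 5.38 in the FAC-sorted library (exact two-sided sign-flip test over the libraries, p = 0.375). With thresholds recomputed over all libraries, the probability was 57.9% and the mean difference 8.87 percentage points above 0. DMS was a target of 37.4% of LH-projecting neurons and of 41.0% of MD-projecting neurons, in each library fewer than among the other barcoded neurons (p = 0.13 in the same exact test for both). For LH-projecting neurons it was 3.03%, 13.8% and 22.8% in unsorted mice 1, 2 and 3 and 66.7% in the FAC-sorted library. For MD-projecting neurons it was 0%, 15.8% and 26.9% in the unsorted mice and 66.3% in the FAC-sorted library. A comparison over all excitatory neurons does not depend on the number of dedicated neurons in this way, but it leaves out the 1243 cells with the highest counts, of which 51 had a single valid barcode, and this removal can lower the observed number of neurons with a pair of barcodes. It set the neurons with both barcodes against the number expected if the barcodes were independent within each subtype and library. On the log2 scale, observed over expected was 0.81 for MD and LH, 1.20 for DMS and LH, with 125 neurons against 54.5, and 1.22 for DMS and MD. In the 4 libraries it was 0.76, 0.78, 1.72 and 0.69 for MD and LH, and -0.03, 1.32, 2.05 and 1.15 for DMS and LH. DMS and MD occurred together in 0 neurons of unsorted mouse 1, where 1.25 were expected, and gave 2.32, 2.78 and 1.06 in the other libraries. Over all 10 pairs the mean over libraries with a value was lowest for DMS and BLA, at 0.34, and highest for BLA and LH, at 2.25, which rests on the FAC-sorted library alone. With each UMI given to a single barcode, the value for DMS and LH was -0.51, and with thresholds recomputed on these counts, a choice made after the values were seen, it was 0.21.

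**Figure D3:**
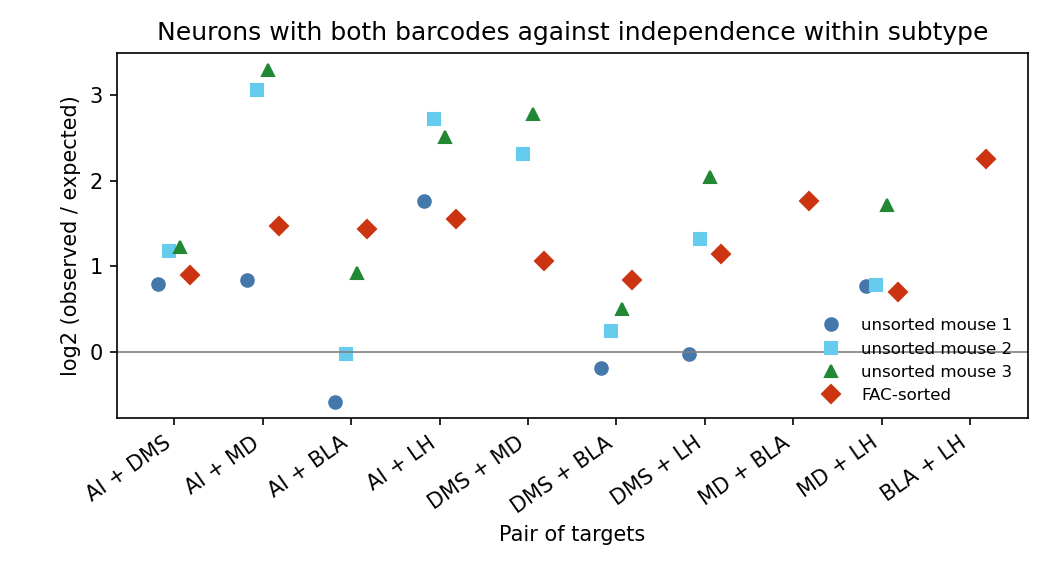
Neurons with both barcodes of a pair, as log2 of observed over expected, with 1 point per library and no point where no neuron had both barcodes. For AI and DMS all 4 libraries lie above 0, between 0.79 and 1.22.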

We also observed a relatively high conditional probability of collateral projection between MD and LH, or DMS and LH, or DMS and MD (Figure 3B), suggesting bifurcated projections to these paired targets for single vmPFC neuron.

**Figure 3.**
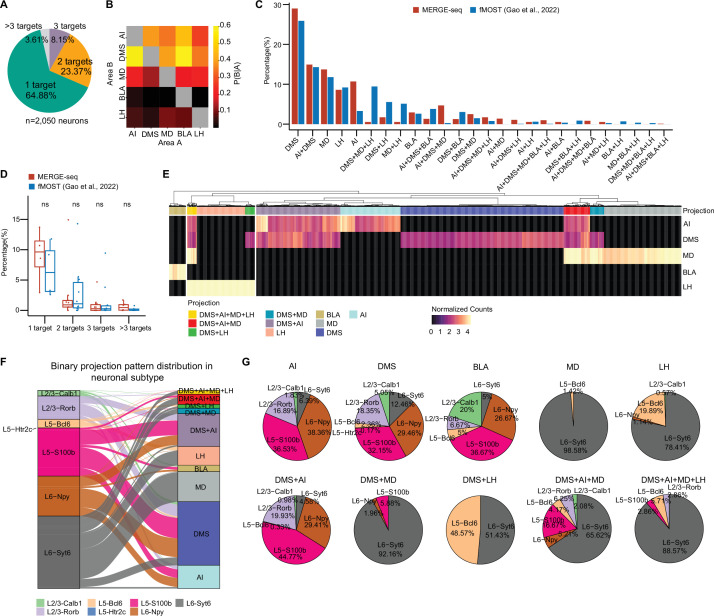
MERGE-seq reveals projection diversity within the vmPFC. (**A**) Pie chart indicating the number of projection targets for barcoded vmPFC neurons recovered by MERGE-seq. (**B**) Heatmap showing the probability that a neuron projecting to area A also projects to area B. (**C**) Bar graph illustrating the percentage of neuronal projection pattern of all projection patterns given five projection targets inferred by MERGE-seq (red bars) versus the 1155 fMOST-based single-neuron projectome data (blue bars) (Gao et al., 2022). (**D**) Boxplot comparison of percentage of neurons with different projection targets identified by MERGE-seq and fMOST. (**E**) Heatmap showing normalized projection strength. Rows represent the projection targets and columns represent the cells labeled by the top 10 binary projection patterns or labeled by transcriptional neuron subtypes. (**F**) Alluvial plot showing the 10 most frequent projection patterns distribution into neuronal subtypes. (**G**) Pie charts describing the projection patterns from (**E**) partitioned by neuronal subtype. In (**A, B**), 2050 barcoded neurons were represented. In (**C, D**), 2050 barcoded neurons from MERGE-seq data were represented, 1155 cells with fMOST data were represented (Gao et al., 2022). In (**E–G**), 1853 barcoded neurons (top 10 frequent projection patterns) were represented. Figure 3—source data 1.Related to Figure 3C, D, F and G.Files contain raw data for Figure 3C and D, statistical summary for Figure 3D, raw data for Figure 3F and G.

**Figure 3—figure supplement 1.**
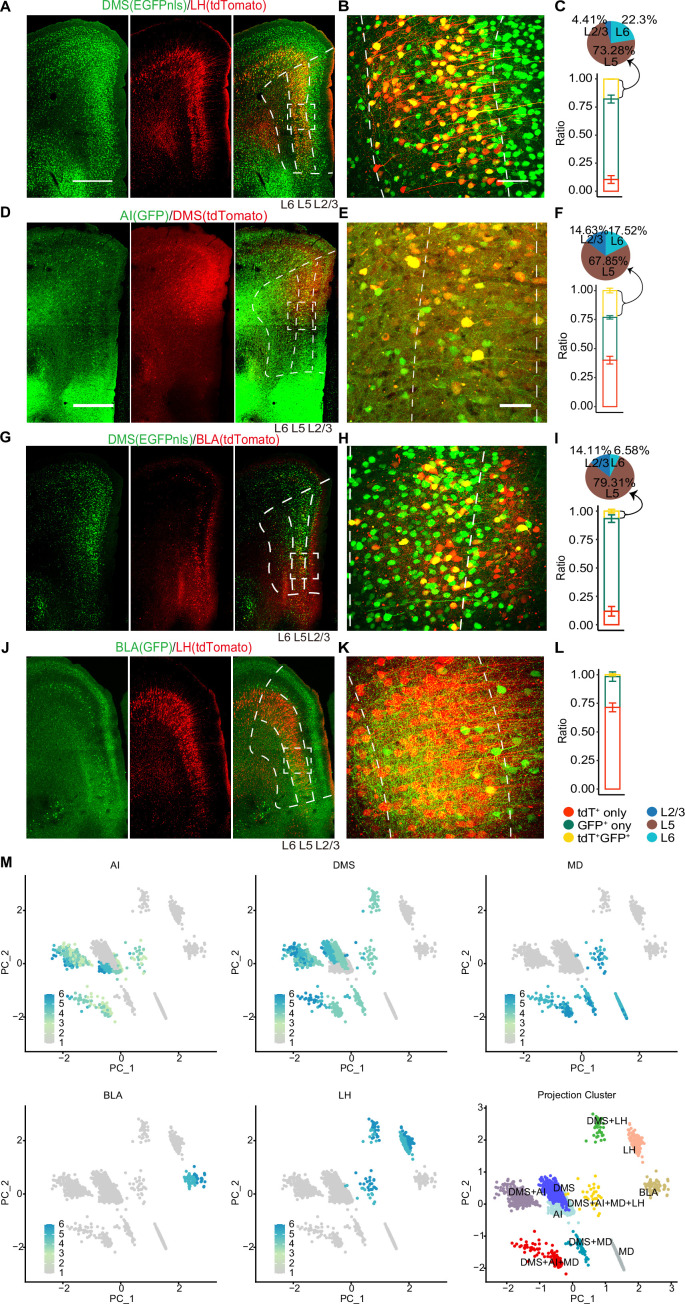
Immunostaining of dual-color, retrogradely labeled neurons and quantification, PCA plot of projection clusters. (**A–L**) Immunostaining of dual-color traced retrograde labeled neurons of selected targets DMS (GFPnls) /LH (tdTomato), AI (GFP) /DMS (tdTomato), DMS (GFPnls) /BLA (tdTomato), and BLA (GFP) /LH (tdTomato). (**A, D, G, J**). Dotted line depicts layers 2/3, 5, and 6 of the vmPFC. Scale bars, 500 µm. (**B, E, H, K**) Enlarged view of the dotted box in (**A, D, G, J**). Scale bars, 100 µm. (**C, F, I, L**) Histogram shows quantitative data for single- (red, green) and double- (yellow) labeled neurons as mean percentages of total rAAV2-retro labeled neurons (n=3 mice). Data are presented as mean ± SD. Pie chart showing layer distribution of double (yellow) labeled neurons. (**M**) Normalized projection index barcode expression on PC1 and PC2 embeddings and binary projection annotation labeled on PC1 and PC2 embeddings. Note that only the 10 most frequent binary projection patterns were included. Data are the mean ± SD.

We first validate the bifurcated projection patterns (2 targets) inferred from the digital projectome. We injected retrograde AAV2 encoding different fluorescent proteins (EGFP or tdTomato) into different combinations of projection targets (dual-color rAAV2-retro labeling assay), and analyzed the projection patterns by immunohistochemistry. Consistent with MERGE-seq identifying DMS + LH bifurcated projections (Figure 3B), dual-color labeling revealed 17.8% ± 0.11% of vmPFC neurons collateralize to DMS and LH (Figure 3—figure supplement 1A–C). Of these, 73.28% ± 7.60% localized to layer 5 (Figure 3—figure supplement 1A–C). Other bifurcated projection patterns inferred by MERGE-seq was also verified by our dual-color retro-AAV labeling assay. These patterns included DMS + AI (23.1% ± 2.03% of all dual-color neurons) and DMS + BLA (6.59% ± 1.55%) (Figure 3—figure supplement 1D–I). In contrast, we only observed 1.66% ± 0.92% of dual-color labeled neurons in BLA + LH group (Figure 3—figure supplement 1J–L). This result is consistent with our MERGE-seq analysis, in which BLA + LH was not inferred as bifurcated projection targets (Figure 3B), further supporting the accuracy of the digital projectome based on MERGE-seq analysis.

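In the projectome data, 22 of 2050 barcoded neurons had valid barcodes of both BLA and LH, and each of them also had a valid barcode of another target. Of these 22 neurons, 20 had all 5 barcodes and 2 had those of AI, DMS, BLA and LH. No neuron had only these barcodes, which allows a share of up to 0.146% of the barcoded neurons. All 22 neurons came from the FAC-sorted library, where they were 27.8% of the BLA-projecting neurons. Among the 84 BLA-projecting neurons kept in the unsorted mice none had the LH barcode, which allows a share of up to 3.57% of the kept neurons. It sets no limit for all neurons, since 429 cells removed for high barcode counts in these mice had all 5 barcodes. Over all libraries, 13.5% of BLA-projecting neurons also projected to LH and 6.59% of LH-projecting neurons also projected to BLA. If the barcodes were independent within subtype and library, 5.17 neurons with both would be expected.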

Since dual-color labeling can only validate two targets, we additionally validated inferred projections by quantifying MERGE-seq patterns as percentages of totals and comparing to published single-neuron PFC projectome data (Gao et al., 2022). We found that DMS, AI + DMS, MD, and LH projection pattern appear as the most frequent projection patterns in both studies, with a relatively higher percentage of DMS dedicated projection pattern in MERGE-seq data (Figure 3C). 

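Of 31 possible patterns, 22 were found. DMS alone was the pattern of 29.0% of the barcoded neurons (95% interval, 27.0% to 31.0%), AI + DMS of 14.9%, MD alone of 13.7%, AI alone of 10.7% and LH alone of 8.59%. In the unsorted mice the share was 29.1% ± 5.68 (SD, n = 3) for DMS, 16.4% ± 6.97 for AI + DMS, 15.3% ± 4.46 for MD, 13.5% ± 3.41 for AI and 10.3% ± 3.36 for LH. The FAC-sorted library had 28.8%, 12.4%, 11.2%, 6.15% and 5.77%. The imaging data were not used here.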

We further categorized projection patterns by number of targets and found no significant differences versus imaging-based reconstruction (Figure 3D), indicating MERGE-seq faithfully identifies projection patterns.

Next, we focused our analysis on the 5 dedicated projections (DMS, AI, MD, LH, and BLA) and most frequent five collateral projections (DMS + AI, DMS + MD, DMS + LH, DMS + AI + MD, and DMS + AI + MD + LH). We conducted a principal component analysis (PCA) of the projection matrix and mapped binary projection labels on PC embeddings. Results from binary projection clustering aligned well with clusters at PC1- and PC2-defined embeddings (Figure 3—figure supplement 1M). 

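The 10 patterns of the paper held 1853 neurons. Their UMI counts, with counts at or below the thresholds at 0 as in the deposited matrix, were scaled to 10000 per neuron and logarithms were taken. PC1 and PC2 held 38.6% and 25.6% of the variance. A k-means clustering into 10 clusters on PC1 and PC2 was compared with the patterns by the adjusted Rand index, which is 1 for identical groups and 0 on average for random ones. The index was 0.9995. With the logarithm of the count itself in place of the scaled count, it was 0.941. With the counts below the thresholds kept, a choice made after the values were seen, it was 0.221.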

We further clustered cells according to projection strength (defined as normalized projection barcode UMI counts; Figure 3E). We found that cells exhibited collateral projections to DMS + AI, or DMS + MD, or DMS + LH, or DMS + AI + MD, or DMS + AI + MD + LH (Figure 3E), a pattern very similar to that we observed in binary projection model, indicating that projection strength-based clustering is comparable to binary projection pattern model (Figure 3B). 

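When the scaled counts of all 5 targets were clustered, the adjusted Rand index with the binary patterns was 1 over all libraries and in each library. Counts at or below the thresholds were 0 in this matrix, so the binary pattern of a neuron is contained in its values. When these counts were kept, a choice made after the values were seen, the index was 0.380, with 0.526, 0.481 and 0.395 in unsorted mice 1, 2 and 3 and 0.415 in the FAC-sorted library. Of the collateral patterns named, AI + DMS was found in 306 neurons, AI + DMS + MD in 96, DMS + MD in 51 and DMS + LH and AI + DMS + MD + LH in 35 each. The FAC-sorted library held 97, 64, 46, 28 and 30 of these neurons in the same order. From the match between the clusters of strength and the binary patterns, the paper reasons that both models describe the projections alike.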

We next explored the cell type composition of the top 10 dedicated or collateral projection neurons. We mapped transcriptomic clusters to projection patterns (Figure 3F). While dedicated and collateral projection neurons were largely transcriptionally diverse (≥3 subtypes, Figure 3G), certain projections like MD-projecting and DMS + MD-projecting were highly homogeneous, composed of >90% L6-Syt6 cells (Figure 3G).

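L6-Syt6 made up 277 of 281 neurons with the MD barcode alone, or 98.6% (95% interval, 96.4% to 99.6%), with 100%, 97.6% and 95.6% in unsorted mice 1, 2 and 3. It made up 47 of 51 DMS + MD neurons, or 92.2% (81.1% to 97.8%), of which 46 came from the FAC-sorted library. AI + DMS + MD + LH neurons were 88.6% L6-Syt6, neurons with LH alone 78.4% and AI + DMS + MD neurons 65.6%. At least 3 subtypes were found in 8 of the 10 patterns, and the number of subtypes ran from 2 to 7. DMS + LH neurons were 18 L6-Syt6 and 17 L5-Bcl6 neurons. Of these, 28 came from the FAC-sorted library, with 60.7% L6-Syt6 and 39.3% L5-Bcl6, while in unsorted mice 1, 2 and 3 L5-Bcl6 made up 100%, 66.7% and 100% of 1, 3 and 3 neurons.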

Overall, MERGE-seq elucidated dedicated and collateral vmPFC neuron projections at the single-neuron level, demonstrating diversity in projection patterns within individual vmPFC neurons. Furthermore, projection-defined (collateral or bifurcated) neurons have specific cell type composition and layer distributions. It is worth noting that as a proof of concept, we only acquired the vmPFC projectome from five downstream targets. Definitions of dedicated or collateral projections are thus limited to these five targets and some collateral projections may be underestimated.

### Transcriptional profiling of projection target-specific vmPFC neurons

Next, we sought to determine the molecular features of neurons projecting to different downstream targets. We calculated DEGs for each target-specific projection neurons (Figure 4A, Figure 4—figure supplement 1). We found that some of projection-specific DEGs are marker genes of typical neuronal types. For example, *Syt6*, *Foxp2*, and *Cyr61* are both MD-projecting DEGs and marker genes of L6-Syt6 neurons; *Rorb* and *Slc24a3* are both DMS-projecting DEGs and marker genes of layer 2/3 neurons (neuronal subtype L2/3-Rorb; Figure 2C, Figure 4A, Figure 4—figure supplement 1).

**Figure 4.**
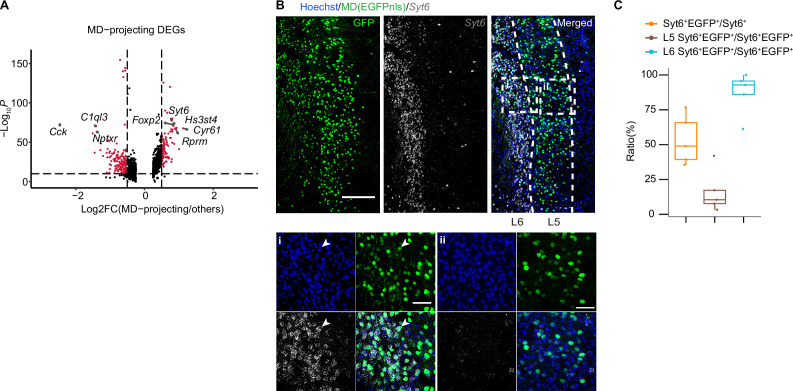
Transcriptional profiling of projection target-specific vmPFC neurons. (**A**) Volcano plots DEGs of MD-projecting versus non-MD-projecting vmPFC neurons. Assigned DEGs (red dots) were determined using threshold: Log_2_ fold change = 0.5, p value cutoff=10^–10^. (**B**) Immunostaining of EGFP (MD) and tdTomato (LH), and RNA FISH of *Syt6*. (i, ii) Enlarged view of dotted box in (**B**). (i) represents typical view at layer 6 and (ii) represents typical view at layer 5. Arrow head indicates *Syt6*^+^EGFP^+^ neurons. (**C**) Quantifications of (**B**). (**B**) Scale bars, 200 μm. i, ii in (**B**) Scale bars, 50 μm. N=3 mice. Data are presented as mean ± SD. In (**A**), 8210 cells were represented. Figure 4—source data 1.Related to Figure 4A, Figure 4—figure supplement 1.Files contain the raw differentially differentially expressed genes (DEGs) list used for plotting volcano plots. For each target, DEGs were calculated using target-barcoded cells against non-target-barcoded cells (e.g., AI barcoded versus non-AI-barcoded, DMS barcoded versus non-DMS-barcoded, etc.). MAST algorithm was used to do DE testing. Figure 4—source data 2.Related to Figure 4B and C.Files contain the raw quantitative data of immunostaining results.

**Figure 4—figure supplement 1.**
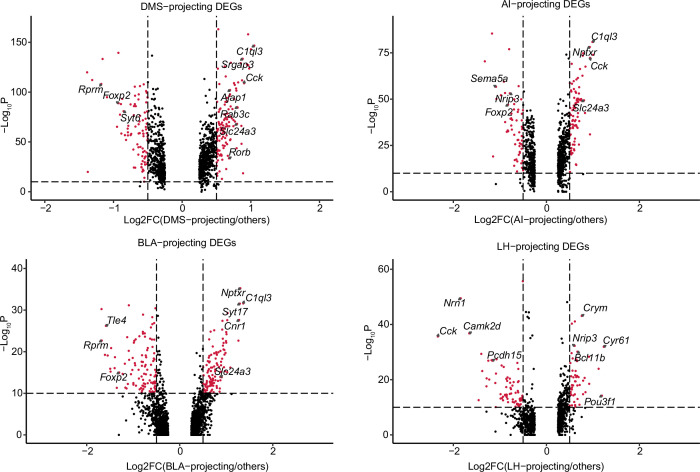
Transcriptional profiling of projection target-specific vmPFC neurons. Volcano plots DEGs of DMS-projecting versus non-DMS-projecting vmPFC neurons, AI-projecting versus non-AI-projecting vmPFC neurons, BLA-projecting versus non-BLA-projecting vmPFC neurons, and LH-projecting versus non-LH-projecting vmPFC neurons. Assigned DEGs (red dots) were determined using threshold: Log2 fold change = 0.5, p value cutoff=10^–10^.

We further validated the molecular features of neurons associated with their specific projections by combining RNA fluorescence in situ hybridization (FISH) and retrograde labeling. *Syt6* is one of the DEGs of MD-projecting neurons (Figure 4B), and is the marker gene of L6-Syt6 cluster. By retrograde labeling of MD-projecting neurons and *Syt6* FISH experiment, we found that about 51.6% ± 16.9% *Syt6*^+^ neurons project to MD. Further statistical analysis showed that, among *Syt6*^+^ MD-projecting (*Syt6*^+^EGFP^+^) neurons, 84.2% ± 14.8% were located in layer 6 while 15.8% ± 14.8% were located in layer 5 (Figure 4C), similar to the pattern obtained in our MERGE-seq analysis (Figure 2F). These results are in accordance with single-neuron projectomic and transcriptomic analysis of MERGE-seq, indicating that MERGE-seq can faithfully reveal the transcriptomic features of projection-specific neurons.

### MERGE-seq uncovers the molecular features of collateral projection neurons in vmPFC

Axons of projection neurons, including vmPFC neurons, have highly complex collaterals, which could regulate information processing and neural response properties at the microcircuit level (Gagnon and Parent, 2014; Gao et al., 2022; Rockland, 2019). However, the molecular features of neurons sending collateral projections remain elusive. MERGE-seq provides an opportunity to explore. Here, we identified DEGs for neurons with dedicated and collateral projection pattern (Figure 5A). Next, we asked whether there was transcriptional difference between neurons with dedicated projection to A and neurons with bifurcated projection to A and B. DEGs were rare in comparisons between projection patterns A/B vs. A, or A/B vs. B in all of groups we tested, except for the DMS + LH group and DMS + MD group (Figure 5B and C*,*Figure 5—figure supplement 1). We found that DMS + LH projection neurons were transcriptionally distinct to DMS but similar to LH, and DMS + MD neurons were transcriptionally distinct to DMS but similar to MD (Figure 5B and C*,*Figure 5—figure supplement 1). Specifically, we identified a set of genes which differentially expressed in DMS + LH projection neurons (such as *Pou3f1*, *Igfbp4,* and *Gprc5b*) or DMS + MD projection neurons (such as *Rprm*, *Crym*, *Hs3st4* and *Bc1*). Interestingly, *Pou3f1* is marker gene of L5-Bcl6 neurons (layer 5 neuron subtype), representing one of the two distinct neuron subtypes within the DMS + LH projection neuronal population (Figure 3G). We next verified the specific gene expression in DMS + LH projection neurons by using RNA FISH in combination with dual-color retrovirus labeling assay (Figure 5D). We found that the expression of *Pou3f1* was mainly distributed in layer 5, where *Pou3f1* was specifically expressed in dual-color labeled DMS + LH projecting neurons (white arrowheads, Figure 5E) and LH projecting neurons (white arrows, Figure 5E), but not DMS projecting neurons (blue arrows, Figure 5E). Quantification analysis showed that, among *Pou3f1*^+^ neurons, there are 55.7% ± 10.4% DMS + LH-projecting (*Pou3f1*^+^EGFP^+^tdT^+^) neurons, 31.6% ± 13.1% dedicated LH-projecting (*Pou3f1*^+^EGFP^-^tdT^+^) neurons, and 8.89% ± 2.38% dedicated DMS-projecting (*Pou3f1*^+^EGFP^+^tdT^-^) neurons (Figure 5G). We additionally discovered that 3.79% ± 2.91% of *Pou3f1*^+^ neurons did not project to either DMS or LH (*Pou3f1*^+^EGFP^-^tdT^-^) (yellow arrowheads, Figure 5F, Figure 5G). These results are consistent with our observation based on MERGE-seq data (Figure 3G).

**Figure 5.**
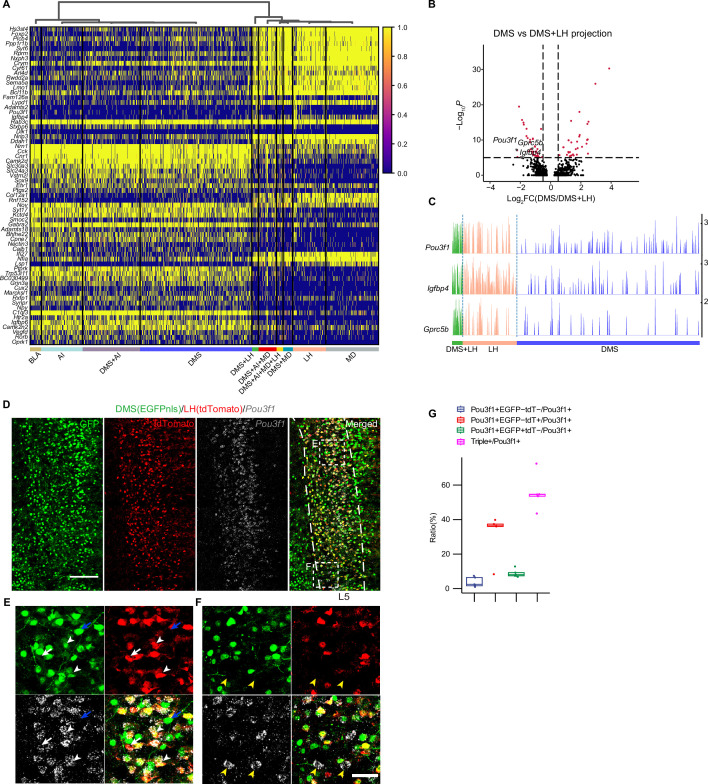
Molecular features of single vmPFC neuron with collateral projections to downstream targets. (**A**) Heatmap showing scaled expression of calculated DEGs based on 10 projection patterns. Top 10 DEGs ordered by average log_2_ fold change of each pattern were selected. (**B**) Volcano plot showing genes differentially expressed in the DMS + LH-bifurcated projection pattern compared to the DMS-dedicated projection pattern. (**C**) Track plots showing normalized data of the selected DEGs in DMS-dedicated, LH-dedicated, and DMS + LH-bifurcated projection pattern. (**D–F**) Examining *Pou3f1* and DMS + LH-bifurcated projection pattern using RNA FISH and immunostaining of dual-color traced retrograde labeled neurons. Virus injection scheme was the same as in Figure 3—figure supplement 1. Scale bars, 200 µm. (**E, F**) Enlarged view of dotted box in (**D**). Arrow heads indicate *Pou3f1*^+^EGFP^+^tdTomato^+^ neurons, white arrows indicate *Pou3f1*^+^EGFP^-^tdTomato^+^ neurons, blue arrows indicate *Pou3f1*^-^EGFP^+^tdTomato^-^ neurons, and yellow arrowheads indicate *Pou3f1*^+^EGFP^-^tdTomato^-^ neurons. Scale bars, 50 µm. (**G**) Quantification of (**D**). N=3 mice, Data are presented as mean ± SD. In (**A**), 1,853 barcoded neurons (top 10 frequent projection patterns) were represented. In (**C**), 805 barcoded neurons (projection pattern DMS + LH = 35, LH = 176, DMS = 594) were represented. Figure 5—source data 1.Related to Figure 5B.Files contain the raw differentially differentially expressed genes (DEGs) list used for plotting volcano plots. DEGs were calculated using DMS-barcoded cells against DMS + LH-barcoded cells. MAST algorithm was used to do DE testing. Figure 5—source data 2.Related to Figure 5D–G.Files contain the raw quantitative data of immunostaining results.

**Figure 5—figure supplement 1.**
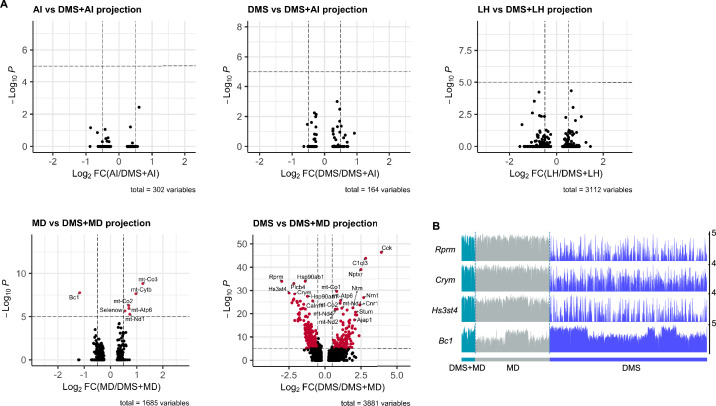
DEGs between dedicated projection neurons versus bifurcated neurons. (**A**) Volcano plots of DEGs calculated between A and A/B projection patterns. See also Figure 5. Assigned DEGs (red dots) were determined using threshold: Log_2_ fold change = 0.5, p value cutoff=10^–5^. (**B**) Track plots showing normalized data of the selected DEGs (DMS versus DMS + MD projection) in DMS-dedicated, MD-dedicated, and DMS + MD-bifurcated vmPFC neurons.

Together, by MERGE-seq analysis and experimental validation, we uncovered that *Pou3f1* predominantly marks neurons projecting to the LH, denoting a distinct subset with collateral projections to both DMS and LH.

### Machine learning-based modeling reveals gene clusters for predicting projection patterns

Although many efforts have been made to correlate gene expression with neuronal circuit connectivity (Huang et al., 2020; Sorensen et al., 2015; Sun et al., 2021), the lack of a shared coordinate system for two modalities or limited genes examined reduces the prediction precision. MERGE-seq overcomes these challenges by acquiring high-throughput gene expression and projection pattern in the same neuron (Figure 6A). To evaluate potential relationships between the transcriptome and projectome, we used a probabilistic classifier, Naïve Bayes classifier, to predict binary projection patterns for each projection target based on transcription profiles. First, we encoded binary projection labels for each target region, encompassing both barcoded and non-barcoded projections, and subsequently trained a separate set of models for each of the five targets: AI, DMS, BLA, LH, and MD (see Materials and methods). Subsequently, we conducted a systematic evaluation of the impact of varying numbers of highly variable genes (HVGs), ranging from 2 to 5000, on model performance. This analysis revealed that employing the top 50 HVGs for modeling yielded the the highest F1 score (a harmonic mean of precision and recall), area under the curve (AUC), and a comparatively high prediction accuracy (see Materials and methods, Figure 6—figure supplement 1A). Next, we chose top 50 HVGs as features to build the model. As a control model, we chose 50 randomly chosen genes. Five projection targets models were independently trained by splitting cells into training (70%) and test dataset (30%). Using top 50 HVGs also gave rise to significantly better model performance in regarding to prediction accuracy, AUC and F1 score, compared to using randomly chosen 50 genes (Figure 6B). We also performed 100 iterations randomly sampling 1000 cells and swapping barcoded with non-barcoded labels, which substantially decreased model predictive performance across various evaluation metrics (see Materials and methods, Figure 6—figure supplement 1B). This outcome underscores the critical importance of label accuracy for the predictive capabilities of the model, suggesting the authenticity of current barcoded cells labels despite potential false positives from stringent UMI thresholding. Altogether, these results suggest that the top 50 HVGs are more informative for predicting and decoding projection patterns.

**Figure 6.**
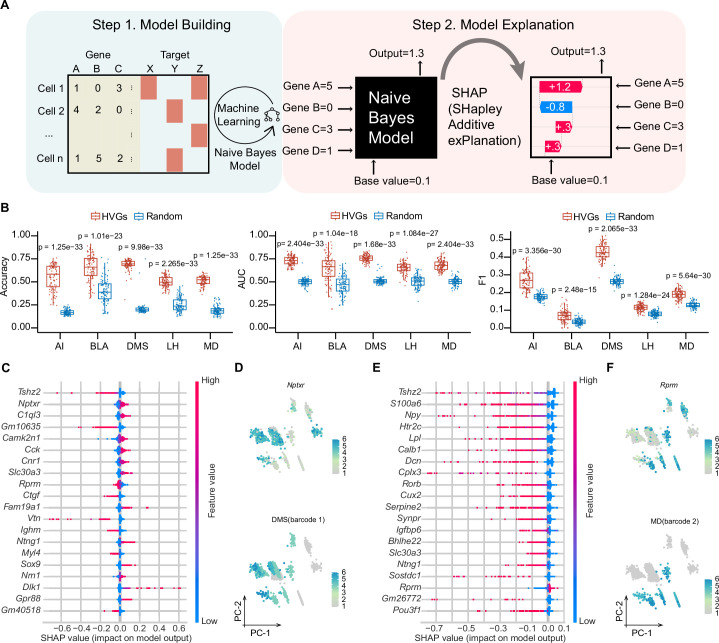
Machine learning-based modeling predicts projection patterns based on gene expression. (**A**) Schematics of machine learning modeling steps. (**B**) Prediction accuracy (left panel), AUC score (middle panel) and F1 score (right panel) of top HVGs and random chosen equal number of genes for modeling building. A total of 100 trials have been performed by randomly sampling 1000 cells from 8210 cells. Top 50 HVGs or 50 randomly chosen genes were used as features per trial. Comparisons were made between models built by the HVGs group and random genes group for each projection target. The displayed p value was computed using a two-sided Wilcoxon test. Data are the mean ± SD. (**C, E**) SHAP summary plots of DMS and MD showing important features (genes) with feature effects. For each model, non-barcoded cells were encoded to class 0 and barcoded cells were encoded to class 1. Models were built using top 50 HVGs. (**D, F**) Normalized expression of the most important genes with positive feature effects in Naïve Bayes modeling of DMS (**D**) or MD (**F**) and normalized expression of barcode 1 representing DMS-projecting (**E**) or barcode 2 representing MD-projecting (**F**) on PC1 and PC2 embeddings. Note that bottom panel of (**D, F**) is identical to DMS and MD barcode expression in Figure 3—figure supplement 1M. In (**D, F**), 1853 barcoded neurons (top 10 frequent projection patterns) were represented. In (**C, E**), For calculating SHAP values, both the training and testing datasets were subsampled to include 1500 cells each. Figure 6—source data 1.Related to Figure 6B, Figure 6—figure supplement 1B.Files contain raw data and statistical summary, raw data and for Figure 6—figure supplement 1B.

**Figure 6—figure supplement 1.**
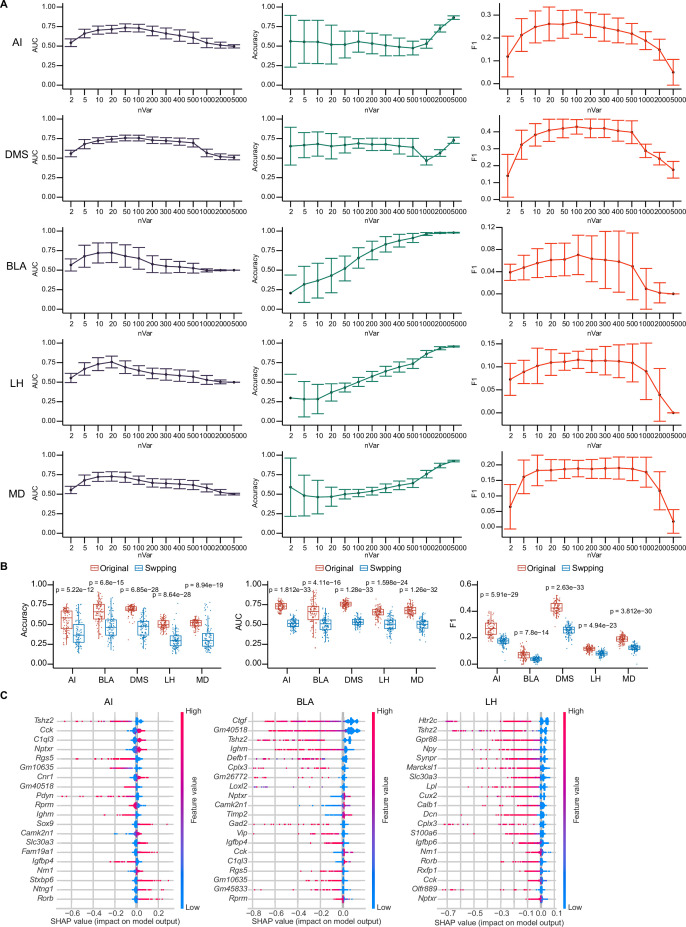
SHAP summary plots of Naïve Bayes models. (**A**) Prediction accuracy (left panel), AUC score (middle panel) and F1 score (right panel) by tuning number of HVGs used for naïve bayes modeling building. A total of 100 trials have been performed by randomly sampling 1000 cells from 8210 cells and calculating top HVGs per trial. (**B**) Prediction accuracy (left panel), AUC score (middle panel) and F1 score (right panel) of original top 50 HVGs and after swapping barcoded/non-barcoded cell labels for modeling building. A total of 100 trials have been performed by randomly sampling 1000 cells from 8210 cells. In each trial, barcoded/non-barcoded cell labels were swapped. The number of swapped cells depends on the minimum number of barcoded cells or non-barcoded cells. Models were built with the top 50 HVGs using original labels (Original) or labels swapped (Swapping) for comparison for each projection target. The displayed p value was computed using a two-sided Wilcoxon test. Data are the mean ± SD. (**C**) SHAP summary plots of AI, BLA, and LH showing important features (genes) with feature effects. For each model, non-barcoded cells were encoded to class 0 and barcoded cells were encoded to class 1.

To interpret the important genes contributing to a certain projection pattern, we used a game-theoretic approach to explain the output of HVGs-based Naïve Bayes models (Lundberg et al., 2020; Figure 6A). We used top 50 HVGs to build Naïve Bayes model and summarized effects of HVGs in SHAP (SHapley Additive exPlanations) values for each projection pattern (see Materials and methods; Figure 6C–F*,* Figure 6—figure supplement 1C). As examples, *Nptxr* gene was the top positive predictors for DMS projection, suggesting that a cell that expresses high levels of *Nptxr* has a higher probability of projecting to DMS. Similarly, *Rprm* was the top positive predictors for MD projection. By examining top effective genes (features) on PC embeddings of the projection matrix, we found that the expression pattern of these positive predictors mostly overlaps with projection barcode distribution (Figure 6D and F). These results mathematically establish the relationship between gene expression and structural connectivity, indicating the predictive power of a specific gene cluster for projection properties of vmPFC neurons.

## Discussion

Given the complexity of brain circuits, neuronal subtypes must be characterized from multiple viewpoints (Zeng, 2022). Information including neuronal projection patterns (i.e. region-to-region connectivity), physiological properties, gene expression, and how they encode information in behavioral paradigms, are essential to understand functional brain circuits. Therefore, it is inevitably difficult to acquire a complete picture of brain circuits when only one analytic modality is considered. In this study, we have developed a multiplexed barcoding method that is integrated with scRNA-seq, enabling simultaneous transcriptome and projectome analyses. Retrograde AAVs are injected into multiple target regions simultaneously, thereby labeling projection neurons within the brain region of interest and facilitating their transcriptional analysis. Here, by comparing to other methods, we highlight distinct features of MERGE-seq and key biological insights that MERGE-seq can provide.

Early approaches of barcode-based neuronal projection mapping mainly focus on elucidating the projections of individual neurons in a single brain without providing the transcriptional signatures corresponding to those individual neurons (MAPseq; Kebschull et al., 2016). We therefore developed MERGE-seq to connect single-neuron transcriptome and projectome with high throughput. While there are some conceptual similarities to BARseq or ConnectID (Chen et al., 2019; Klingler et al., 2021), MERGE-seq has its unique features and advantages. BARseq can acquire single-neuron transcriptome and projectome, but with only a number of genes due to limited throughout of in situ sequencing. An improved version of BARseq can allow tens of genes to be detected, but still with a low throughput compared to scRNA-seq and a high cost in regards to synthesizing RNA probes (Sun et al., 2021). ConnectID (scRNA-seq combined with MAPseq) improves the detection of transcriptome using scRNA-seq but has a relatively low recovery rate of cells with transcriptome and projectome simultaneously (~16%, 391 cells with barcode identity in 2450 cells with scRNA-seq; Klingler et al., 2021). In contrast, MERGE-seq enables transcriptional profiling of thousands of genes per neuron, with valid projectome barcode information recovered from approximately 50% of FAC-sorted cells passing stringent determination criteria. Another advantage of MERGE-seq is that users only need to sequence one brain region – the source area. While, in BARseq or ConnectID, users need to perform numerous tissue homogenization and sequencing for downstream brain regions to query target area barcodes information (projection).

MERGE-seq is a retro-AAV-based scRNA-seq approach. Previous research has employed retro-AAV techniques to probe the projection-specific transcriptome or epigenome of individual neurons (Lui et al., 2021; Tasic et al., 2018; Tasic et al., 2016; Yao et al., 2021; Zhang et al., 2021). Yet, these studies have not developed a multiplexed approach for investigating the complex collateral projection patterns of neurons. Another retro-AAV based-approach, VECTORseq, was recently developed to associate neuronal projectome and transcriptome (Cheung et al., 2021). VECTORseq used several viral transgenes including three recombinases (DreO, Cre, Flpo) and two fluorescent proteins (tdTomato and EGFP) to barcode neurons. However, these transgenes are variable in length (DreO, ~1000 bp; Cre, ~1000 bp; FLPo, ~1200 bp; tdTomato, ~1400 bp; EGFP, ~700 bp) and driven by different promoters with different strength (EF1a, hSyn, CAG). Such an approach will inevitably result in differential expression of these different transgenes in labelled neurons, which in turn leads to different rates of transgene recovery in these neurons. In addition, viral-mediated overexpression of these recombinase may lead to toxic to the labeled neurons due to non-specific recombination events (Xiao et al., 2012). Therefore, the transgenes used in VECTORseq method should be carefully selected to avoid any potential interferences with neuronal function or gene expression by these different transgenes. In contrast, MERGE-seq used 15-nucleotide barcode sequences in the 3’UTR region of EGFP as projection index driven by the same promoter to label different projection neurons. The expression of these different barcoded EGFP mRNA is comparable, and the number of these barcoded retro-AAV is unlimited. Therefore, MERGE-seq allows users to examine more populations (theoretically unlimited) in one brain and more extensive analysis of collateralization. Further, MERGE-seq can reveal projectome of single collateral projection neurons and identify molecular features of these neurons (Figure 5). However, the collateral projection patterns of single neurons were not reported in VECTORseq and Retro-seq-based method (Cheung et al., 2021; Lui et al., 2021). For example, Lui et al., 2021. used Retro-seq to investigate the correspondence between transcriptomics and projection patterns of vmPFC neurons, and inferred collateral projection based on the finding that transcriptome-defined neuron subtypes can project to different targets (or neurons projecting to different targets share common transcriptome-defined neuron subtype). However, the population level multi-target projections of a transcriptome-defined neuron subtype do not necessarily reflect collateral projection of individual neurons within a subtype. For instance, individual neurons within a subtype could project to distinct targets (dedicated projection), but their collective projections show multiple targets. In contrast, in MERGE-seq, individual neurons that were retrogradely labeled multiple projection barcodes are determined as collateral projection neurons. By MERGE-seq analysis, we uncovered dedicated and collateral projection patterns of individual vmPFC neurons to the five downstream targets, and revealed molecular features associated with these dedicated or collateral projection neurons (Figures 3—5). In addition, MERGE-seq strategy can be readily applied to other animal models, which is especially beneficial for research in models (e.g. non-human primate) where genetic manipulation is challenging. In summary, while Retro-seq methods provide valuable population-level insights, they do not capture the complex collateral projections that MERGE-seq can discern at the single-cell level. Our findings build upon and extend those of Lui et al. by demonstrating that individual neurons within transcriptome-defined subtypes exhibit a diverse range of projection patterns. This contributes a new layer of understanding to the intricate architecture of PFC circuits, emphasizing the nuanced interplay between divergence and convergence in neuronal pathways.

Although MERGE-seq does not offer spatial information of neurons currently, it leverages widely accessible droplet-based scRNA-seq, avoiding specialized equipment. Meanwhile, the extensive spatially resolved mouse brain atlases available (Allen et al., 2023; Yao et al., 2023; Zhang et al., 2023) allow for easy spatial annotation of cell populations using DEGs identified by scRNA-seq, as we demonstrated by mapping neuronal subtypes with MERFISH data of PFC. Compared to imaging-based spatial transcriptomics like MERSCOPE with constrained gene numbers, or next-generation sequencing (NGS)-based methods that are lack of true single-cell resolution (e.g. 50 µm 10 x Genomics Visium or 10–50 µm for DBiT-seq-based methods; Deng et al., 2023), we believe our method stands out as a robust solution and offers an advantageous balance between resolution and scope.

There are several potential concerns and limitations of current study. First, a recognized limitation of using retro-AAV-based methods, including MERGE-seq, is the imperfect retrograde labeling efficiency in target regions. Labeling efficiency could be variable depending on the different source brain regions, projection strength, the distance between source and target brain regions and different AAV serotypes or tropism. For example, only nine neurons of the L5-Htr2c subtype were recovered with valid barcodes, which may be attributable to technical factors including cell loss during dissociation or AAV2-retro tropism. Alternatively, this subtype may intrinsically lack projections to the selected target regions examined in this study. Furthermore, single-cell dissociation for scRNA-seq can result in cell loss, thereby reducing the recovery rate of barcoded neurons. All these factors could influence the extent to which the complete range of neuronal projections is captured. Consequently, the quantitative conclusions drawn here might not fully represent the true extent of neuronal projections.

Second, the robust detection of projection barcodes and its recovery rate in neurons labeled with barcoded AAV-retro viruses is indeed a critical and challenging aspect of our methodology. As mentioned above, this challenge is largely due to the differential viral transduction efficiency across neurons, leading to inconsistent barcode expression. Neurons with low barcode expression may fall beneath the detection threshold of conventional sequencing methods. A suboptimal recovery rate can potentially lead to underrepresentation of certain neuron populations or projection patterns in the analyzed data. This in turn could impact the interpretation of neuronal connectivity and function, as projections that are less efficiently labeled or harder to detect might be overlooked. For instance, if a subset of neurons with low barcode expression is systematically missed, it could erroneously suggest that these neurons do not participate in specific projection patterns. Conversely, overrepresentation of certain barcodes due to higher transduction efficiency could falsely indicate a predominance of certain projections. One potential solution to improve barcode detection is to include FAC-sorted EGFP-negative cells as a negative control, which may help to differentiate between true signal and background noise. Enhancements in sequencing technologies, offering increased read lengths and deeper sequencing, could potentially improve barcode detection sensitivity. In parallel, applying single-molecule FISH technologies like MERFISH to spatially resolve barcodes offers a robust and direct detection method. This technology can provide detailed coverage and resolution of individual RNA molecules within single cells, bypassing additional PCR amplification steps and reducing cell loss during physical isolation. Furthermore, carefully controlling the viral titer and refining the procedures of single neuron suspension preparation, as performed in this study, is required to control the labeling efficiency and recovery rate.

DMS is en route from vmPFC to subcortical regions (Shepherd, 2013), thus raising another concern about the transducing ability of AAV2 in axons of passages. However, the retrograde transport of AAV has been effectively demonstrated to target projection neurons at axonal terminals, with injections into the DMS exhibiting labeling patterns and efficiencies that match those of synthetic tracers (Tervo et al., 2016). Further, it has been experimentally verified that AAV2 spread is confined to the vicinity of synaptic terminals and does not affect axon fibers in passages, especially as evidenced by retro-AAV injections in the cervical spinal cord (Wang et al., 2018). While these findings are reassuring, additional research is needed to unequivocally eliminate the possibility of transduction along axon fibers of passage. The five distinct injection sites we chose for our study are spatially disparate, encompassing both cortical and subcortical regions, and span a range from the anterior (Bregma,+2 mm) to the posterior (Bregma, –1.5 mm) brain regions. This separation mitigates the potential overlap in labeling when examining spatially proximate nuclei, such as those in the hypothalamus. Nevertheless, examining such closely situated targets would necessitate meticulous quantification of virus injection volumes to prevent cross-target viral dissemination, ensuring the specificity required for accurate projection mapping.

In summary, we develop MERGE-seq, a powerful multiplexed projectome and transcriptome analysis platform that will help researchers perform big-data research at low cost. This will enable researchers to understand organizing principles and molecular features of neural circuits across modalities, and to construct more comprehensive mesoscale connectomes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Anti-GFP (Rat Monoclonal)	Nacalai	Cat# 04404–84, RRID:AB_10013361	IHC(1:500)
Antibody	Anti-tdTomato (Goat Polyclonal)	OriGene	Cat#AB8181-200, RRID:AB_2722750	IHC(1:500)
Antibody	Hoechst 33342	Lifetech	Cat#H3570	IHC(1:1000)
Antibody	Donkey anti-rat Alexa Fluor 488 (Donkey Polyclonal)	Invitrogen	Cat#A21208	IHC(1:800)
Antibody	Donkey anti-goat Alexa Fluor 568 (Donkey Polyclonal)	Invitrogen	Cat#A11057	IHC(1:800)
Recombinant DNA reagent	pAAV-CAG-tdTomato (plasmid)	Addgene	Cat#59462	
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-0-SV40 polyA (plasmid)	This paper	Cat#190864	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-1-SV40 polyA (plasmid)	This paper	Cat#190865	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-2-SV40 polyA (plasmid)	This paper	Cat#190866	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-3-SV40 polyA (plasmid)	This paper	Cat#190867	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-4-SV40 polyA (plasmid)	This paper	Cat#190868	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-5-SV40 polyA (plasmid)	This paper	Cat#190869	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-6-SV40 polyA (plasmid)	This paper	Cat#190870	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-7-SV40 polyA (plasmid)	This paper	Cat#190871	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-8-SV40 polyA (plasmid)	This paper	Cat#190872	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-9-SV40 polyA (plasmid)	This paper	Cat#190873	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFP barcode-10-SV40 polyA (plasmid)	This paper	Cat#190874	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFPnls barcode-206-SV40 polyA (plasmid)	This paper	Cat#190875	Submitted to Addgene
Recombinant DNA reagent	pAAV-CAG-EGFPnls barcode-210-SV40 polyA (plasmid)	This paper	Cat#190876	Submitted to Addgene
Chemical compound, drug	AMPA receptor antagonist CNQX	Abcam	Cat#ab120017	working concentration:10 µM
Chemical compound, drug	NMDA receptor antagonist D-AP5	Abcam	Cat#ab120003	working concentration:50 µM
Chemical compound, drug	2-Mercaptoethanol	Sigma	Cat#M6250	working concentration:0.067 mM
Chemical compound, drug	EDTA	Invitrogen	Cat#15575020	working concentration:1.1 mM
Chemical compound, drug	L-Cysteine hydrochloride monohydrate	Sigma	Cat#C7880	working concentration:5.5 mM
Chemical compound, drug	Deoxyribonuclease I	Sigma	Cat#D4527	working concentration:100 units/ml
Chemical compound, drug	Protease	Sigma	Cat#P5147	working concentration:1 mg/ml
Chemical compound, drug	Dispase	Worthington	Cat#LS02106	working concentration:1 mg/ml
Chemical compound, drug	Papain	Worthington	Cat#LS003126	working concentration:20 units/ml
Commercial assay or kit	Debris Removal Solution	Miltenyi	Cat#130-109-398	
Commercial assay or kit	Chromium Single Cell 3' Reagent Kits (v3)	10 X Genomics	Cat#PN1000075	
Commercial assay or kit	NEBNext Ultra II Q5 Master Mix	NEB	Cat#M0544L	
Commercial assay or kit	SPRIselect	Beckman	Cat#B23317	
Commercial assay or kit	Mm-Syt6	ACD Bioscience	Cat#449641	
Commercial assay or kit	Mm-Pou3f1-C2	ACD Bioscience	Cat#436421-C2	
Sequence-based reagent	P5-Read1	This paper	PCR primers	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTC
Sequence-based reagent	P7-index-Read2-EGFP	This paper	PCR primers	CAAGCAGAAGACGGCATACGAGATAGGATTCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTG gCATGGACGAGCTGTACAAG

### AAV vector design

Plasmid pAAV-CAG-tdTomato (Addgene, #59462) was first modified by replacing tdTomato and WPRE with EGFP by T4 DNA Ligase mediated ligation. A 15 bp barcode sequence was then inserted after the stop codon of EGFP, linked by EcoRI restriction enzyme recognition site. Sequences barcode 0 representing the AI target, *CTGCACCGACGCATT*; barcode 1 (DMS target), *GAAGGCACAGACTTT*; barcode 2 (MD target), *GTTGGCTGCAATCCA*; barcode 3 (BLA target), *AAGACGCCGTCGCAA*; barcode 4 (LH target), *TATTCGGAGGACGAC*. Other barcode sequences used for IHC include barcode 10, *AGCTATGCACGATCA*; barcode 206, *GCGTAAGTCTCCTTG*; barcode 210, *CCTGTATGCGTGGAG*. Engineered viruses were produced by Gene Editing Core Facility, Center for Excellence in Brain Science and Intelligence Technology.

### Virus injection

Male adult C57BL/6 mice (8 weeks of age) were anesthetized intraperitoneally using pentobarbital sodium (10 mg/mL, 120 mg/kg b.w.) and unilaterally injected with rAAV2-retro-EGFP-Barcode virus (barcode 0, 1, 2, 3, 4) into five projection targets simultaneously. Coordinates for these injections are as follows. Reference from Bregma and dura, AI at two locations (in mm: 2.0 AP, 2.52 ML, –2.0 DV; 1.6 AP, 2.97 ML, –2.2 DV) with rAAV2-retro-EGFP-barcode 0 (250 nl and 200 nl, 2.90×10^13^ VG/ml); DMS at one location (in mm: 0.6 AP, 1.8 ML, –2.2 DV, 8 degree angle), with rAAV2-retro-EGFP-barcode 1 (500 nl, 1.00×10^13^ VG/ml); MD at one location (in mm: –1.25 AP, 1.35 ML, –3.55 DV, 20 degree angle), with rAAV2-retro-EGFP-barcode 2 (300 nl, 1.27×10^13^ VG/ml); BLA at one location (in mm: –1.5 AP, 3.2 ML, –4.2 DV), with rAAV2-retro-EGFP-barcode 3 (300 nl, 2.00×10^13^ VG/ml); LH at one location (in mm: –0.94 AP, 1.2 ML, –4.55 DV), with rAAV2-retro-EGFP-barcode 4 (250 nl, 2.25×10^13^ VG/ml). Following each injection, the micropipette was left in the tissue for 10 min before being slowly withdrawn to prevent virus spilling and backflow. Mice were sacrificed 6 weeks after virus injection. Single-cell suspensions were generated as described in methods below.

For dual-color retrograde virus tracing, two regions were ipsilaterally injected with virus at the same time, one with rAAV2-retro-EGFP-barcode 10 (2.00×10^13^ VG/ml) or rAAV2-retro-EGFPnls-barcode 206 or 210 (3.10×10^13^ VG/ml for barcode 206 and 4.38×10^13^ VG/ml for barcode 210) and one with rAAV2-retro-tdTomato (2.25×10^13^ VG/ml). rAAV2-retro-EGFPnls was used to avoid dense fiber staining when performing immunohistochemistry. We deposited the virus plasmid constructs to Addgene (pAAV-CAG-EGFP barcode-(0–10)-SV40 polyA, pAAV-CAG-EGFPnls barcode-(206, 210)-SV40 polyA; Addgene ID 190864–190876).

### scRNA-seq sample and library preparation

For mice without FAC-sorting (mouse #1, #2, #3), three mice that had been injected with virus were anaesthetized and then subjected to transcranial perfusion with ice-cold oxygenated self-made dissection buffer (in mM: 92 Choline chloride, 2.5 KCl, 1.2 NaH_2_PO_4_, 30 NaHCO_3_, 20 HEPES, 25 Glucose, 5 Sodium ascorbate, 2 Thiourea, 3 Sodium pyruvate, 10 MgSO_4_.7H_2_O, 0.5 CaCl_2_.2H_2_O, 12 N-Acetyl-L-Cysteine). The brain was removed, 300 µm vibratome sections were collected, and the PrL and IL regions were microdissected under a stereo microscope with a cooled platform. Brain slices were incubated in dissection buffer with 10 µM AMPA receptor antagonist CNQX (Abcam, ab120017) and 50 µM NMDA receptor antagonist D-AP5 (Abcam, ab120003) at 33 °C for 30 min. The pieces were dissociated first using the ice-cold oxygenated dissection buffer added papain (20 units/ml, Worthington, LS003126), 0.067 mM 2-mercaptoethanol (Sigma, M6250), 1.1 mM EDTA (Invitrogen, 15575020), 5.5 mM L-Cysteine hydrochloride monohydrate (Sigma, C7880) and 100 units/ml Deoxyribonuclease I (Sigma, D4527), with 30–40 min enzymatic digestion at 37 °C, followed by 30 min 1 mg/ml protease (Sigma, P5147) and 1 mg/ml dispase (Worthington, LS02106) enzymatic digestion at 25 °C. Supernatant was removed and digestion was terminated using dissection buffer containing 2% fetal bovine serum (FBS, Bioind, 04-002-1A). Single-cell suspension was generated by manual trituration using fire-polishing Pasteur pipettes and filtered through a 35 µm DM-equilibrated cell strainer (Falcon, 352052). Cells were then pelleted at 400 × *g* for 5 min. The supernatant was carefully removed and resuspended in 1–2 ml dissection buffer containing 2% FBS. The suspension was then subjected to the debris removal step using the Debris Removal Solution (Miltenyi, 130-109-398). Cell pellets were resuspended and 48,000 cells were loaded into 3 lanes to perform 10x Genomics sequencing. For mice with FAC-sorting (mouse #4, #5, #6), PrL and IL regions were microdissected and dissociated as mice without FAC-sorting, cells were sorted to enrich for EGFP-positive rAAV2-retro-EGFP-barcodes labeled cells. About 4893 EGFP-positive cells were captured and loaded to perform 10x Genomics sequencing. Chromium Single Cell 3' Reagent Kits (v3) were used for library preparation (10x Genomics). Libraries were sequenced on an Illumina Novaseq 6000 system.

### Projection barcode library preparation

Parallel PCR reactions were performed containing 50 ng of post cDNA amplification reaction cleanup material as a template. P5-Read1 (*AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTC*) and P7-index-Read2-EGFP (*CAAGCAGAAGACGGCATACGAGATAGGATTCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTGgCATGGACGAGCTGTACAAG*) (200 nM each) were used as primers with the NEBNext Ultra II Q5 Master Mix (NEB, M0544L). Amplification was performed using the following PCR protocol: (1) 33 °C for 1 min, (2) 98° for 10 s, then 65 °C for 75 s (20–24 cycles), (3) 75 °C for 5 min. Reactions were re-pooled during 1 X SPRI selection (Beckman, B23317), which harvested virus projection barcodes library. 431–437 bp (with 120 bp adaptors) libraries were sequenced using Illumina HiSeq X Ten.

### Immunohistochemistry

Mice were sacrificed 6 weeks after virus injection. Mice were transcardially perfused with phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA). Brain samples were extracted and cryoprotected in 20% sucrose/4% PFA, immersed sequentially in 20% sucrose (in 4% PFA) and 30% sucrose (in 0.1 M phosphate buffer, PB) until sunk, and then transferred to 30% sucrose/PB for more than 24 h. Brain samples were flash-frozen on dry ice and sectioned at 30 μm on a cryostat (Leica, SM2010R). For dual-color retrograde virus tracing, brain slices were blocked in 10% donkey serum and 0.3% Triton X-100 at 37 °C for 1 hr. Slices were then incubated with primary antibodies against green fluorescent protein (GFP, 1:500, Nacalai, 04404–84, RRID: AB_10013361) and tdTomato (1:500, OriGene, AB8181-200, RRID: AB_2722750) at room temperature for 2 hr, then 4 °C overnight. Slices were washed three times using PBS and incubated with Hoechst 33342 (1:1000, Lifetech, H3570), as well as secondary donkey anti-rat Alexa Fluor 488 antibodies (1:800, Invitrogen, A21208) and donkey anti-goat Alexa Fluor 568 antibodies (1:800, Invitrogen, A11057) at room temperature for 1 hr. Slices were washed three times using PBS and coverslipped. Stained slices were imaged with a 4 X objective with numerical aperture 0.16 as a map, followed by 1.5 µm increment z stacks with a 10 X objective with numerical aperture 0.4 (FV3000, OLYMPUS). Composite images were automatically stitched in the X-Y plane using ImageJ/FIJI. RNA FISH experiments were performed using RNA-Scope reagents and protocols (ACD Bioscience, CA), following instructions for fixed-frozen tissue. For experiments using RNA-Scope, immunohistochemistry was performed following RNA-Scope. Probes of RNA-Scope used in this study include, Mm-Syt6 (449641), Mm-Pou3f1-C2 (436421-C2).

### scRNA-seq data pre-processing

scRNA-seq data were aligned with the customized mouse reference genome mm10-3.0.0 adding five projection barcodes as separate genes. Further projection barcode expression was obtained as described in (Projection barcode library preparation and Projection barcode FASTQ alignment). scRNA-seq data were demultiplexed using the default parameters of Cellranger software (10x Genomics, v3.0.2). Obtained filtered transcription count matrix was used for downstream analysis. For unsorted samples, we used three mice with three GEM wells in one Chromium Single Cell 3' Chip (v3). Among unsorted samples, sample mouse #1 recovered 8040 cells, 447,984,945 read pairs were aligned, mean reads per cell is 55,719, median genes per cell is 2382; sample mouse #2 recovered 7443 cells, 399,187,134 read pairs were aligned, mean reads per cell is 53,632, median genes per cell is 2379; sample mouse #3 recovered 7243 cells, 410,627,696 read pairs were aligned, mean reads per cell is 56,693, median genes per cell is 2385. For FAC-sorted samples, we used three mice with one GEM well in one Chromium Single Cell 3' Chip (v3). FAC-sorted sample recovered 2075 cells, 410,434,792 read pairs were aligned, mean reads per cell is 197,799, median genes per cell is 6533.

### Projection barcode FASTQ alignment

Demultiplexing of projection index barcode was performed using deMULTIplex R package (v1.0.2) (https://github.com/chris-mcginnis-ucsf/MULTI-seq, copy archived at mcGinnis, 2023) with modifications. Briefly, we have revised the MULTIseq.align function to count the UMI of each projection barcode separately. We adopted a minimal Hamming distance of 2 for the MULTIseq.align function to improve the matching accuracy between detected and designed barcodes. Tag parameters in ‘MULTIseq.preProcess’ function were adjusted according to our user-defined position of index barcode length and position. Based on our primer design, the expected format is: cell barcode in Read 1 (bases 1–16), UMI in Read 1 (bases 17–28), and projection barcode in Read 2 (bases 31–45).

### scRNA-seq transcriptional expression analysis

The filtered count matrix was analyzed and processed using Seurat and Scanpy, including data filtering, normalization, highly variable genes selection, scaling, dimension reduction, and clustering (Stuart et al., 2019; Wolf et al., 2018). First, scRNA-seq data from three samples of unsorted cells and one sample of sorted EGFP-positive cells were created as Seurat object separately; genes with less than three counts were removed and cells with fewer than 200 genes detected were removed. Second, four Seurat objects were merged using the ‘merge’ function in Seurat. Downstream analysis of merged Seurat objects were as follows: (1) Data filtering: cells with a mitochondrial gene ratio of greater than 20% were excluded. We kept cells for which we detected between 500 and 8000 genes (cells with more than 8000 genes detected were considered potential doublets), and between 1000 and 60,000 counts (cells with more than 60,000 counts detected were considered potential doublets). (2) Data normalization: for each cell, counts were log normalized with the ‘NormalizeData’ function in Seurat; ‘scale.factor’ was set to 50,000. (3) Highly variable gene selection: 2000 highly variable genes were calculated using the ‘FindVariableFeatures’ function in Seurat. (4) Data scaling: the Seurat object was performed using the ‘ScaleData’ function with default parameters. The number of counts, number of genes, mitochondrial gene ratio, and sorting condition were regressed out in ‘ScaleData’. (5) Principal component analysis: highly variable genes were used to calculate principal components in the ‘RunPCA’ function. A total of 100 principal components (PCs) were obtained and stored in Seurat object for computing neighborhood graphs and uniform manifold approximation and projection (umap) in following section. (6) Leiden clustering: Seurat object was converted into loom file and imported by Scanpy. A neighborhood graph of observations was computed by ‘scanpy.pp.neighbors’ function in Scanpy. Then, leiden algorithm was used to cluster cells by ‘scanpy.tl.leiden’ function in Scanpy. (7) Cluster merge and trimming: The top 200 DEGs for each cluster were calculated using the ‘scanpy.tl.rank_genes_groups’ function in Scanpy using parameters method=‘wilcoxon’ and n_genes = 200. Cluster annotation was performed manually based on previously reported markers of PFC all cell types, layer, neuron subtypes, and mouse brain atlas (Bhattacherjee et al., 2019; Sorensen et al., 2015). Cell clusters with similar marker genes were merged into one cluster. Complete marker lists for all cell types and all excitatory neuron subtypes calculated using ‘FindAllMarkers’ function in Seurat were provided (see Supplementary files 2 and 3).

Two rounds of clustering were performed. In the first round, we clustered all cells detected by scRNA-seq to generate major cell type classification, that is excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, endothelial cells, and microglia. Then we use the annotated ‘Excitatory neuron’ cluster to further cluster excitatory neuronal subtypes. In the 2nd round clustering, we found several clusters expressed a lower number of counts per cell, a lower number of genes per cell, a higher percentage of mitochondria genes, and ribosome protein genes as DEGs, which indicates cell clusters with low cell quality (Ilicic et al., 2016). We also found several other clusters with a small number of cells expressing typical markers of non-neuron cells, such as microglia (*C1qa*, *C1qb*) oligodendrocytes (*Olig1*, *Olig2*) and endothelial cells (*Flt1*, *Cldn5*), which indicated ‘contamination’ of other cell types mixed in ‘Excitatory neuron’ in the initial clustering results. We then filtered out those cells from ‘Excitatory neuron’ cluster and redid clustering to generate excitatory neuronal subtypes (see Supplementary file 1).

### Cell type correspondence assessment

To evaluate whether the transcriptional cell types we recovered and annotated correlated with cell types from spatial transcriptomics of PFC or other scRNA-seq datasets of PFC, we used a previously reported comparison analysis method (Bhattacherjee et al., 2023). Briefly, we integrated our dataset and previously reported datasetes (Bhattacherjee et al., 2023; Bhattacherjee et al., 2019; Lui et al., 2021; Yao et al., 2021) into a harmonized PCA space using the Harmony algorithm (Korsunsky et al., 2019). We then constructed a K-nearest neighbor (KNN) graph incorporating all cells from the two datasets. We used the first 30 harmonized principal components as inputs for FindNeighbors function of Seurat to calculate the KNN. For each cluster of public dataset, we found its 30 nearest neighbor cells and determined the percentages of those cells belonging to each scRNA-seq cluster of our dataset. This created a correspondence matrix showing the transcriptional similarity of each public dataset cluster to each cluster of our dataset.

In this matrix, rows represent our scRNA-seq clusters, columns represent public dataset clusters, and the matrix values reflect the degree of similarity between the clusters. This process was reciprocally conducted for clusters of our dataset, comparing them to public dataset clusters to form a secondary correspondence matrix. The mean of these two matrices provided a quantifiable measure of the similarity between cell clusters identified by our annotation and public dataset annotation.

### Binary projection pattern classification

To determine valid barcoded cells, we first calculated the 95th percentile of the total number of unique molecular identifiers (nUMI) that were mapped with five barcodes, and removed the unusually high numbers of UMIs, which might indicate doublets or PCR-biased amplification. Next, we used two set of cells as negative control, that is, cells supposed not to contain projection barcodes. First set of negative control cells we used is non-neuronal cells classified by coarse clustering based on single-cell transcriptome (Tervo et al., 2016). Second set of negative control cells we used is ‘EGFP-negative’ cells in FAC-sorted dataset. Basically, we calculated the total five projection barcodes counts determined by cellranger of FAC-sorted dataset, then we assigned the cells with zero projection barcodes (nUMI of *EGFP* RNA = 0) counts as ‘EGFP-negative’ cells. For two set of negative control cells, we searched for the value in the empirical cumulative distribution function (ECDF) that is closest to the 99.9th percentile agains each projection barcode, respectively. We selected the higher UMI threshold from the two given sets of threshold values. A cell is determined to be validly barcoded if the number of the barcode UMIs within the cell is larger than the threshold. For example, the calculated threshold of UMIs for barcode 0 (AI) is 28, which means if a cell contains more than 28 UMIs of barcode 0, then this cell is validly barcoded by AI. UMIs threshold for DMS, 101; for MD, 114; for BLA, 35; for LH, 103. Finally, we dropped UMI counts of determined non-barcoded cells to zero to obtain the index barcode counts matrix used for downstream analysis. Binary projection patterns were calculated by five projection targets set intersections of corresponding barcoded cells. Only the top 10 frequent binary and collateral projection patterns were kept for reliable inference.

### Projection pattern-specific DEGs analysis

DEGs were calculated using the default parameters of the ‘FindMarkers’ function in Seurat, except the MAST algorithm was used to do DE testing. For the DEG volcano plot, the chosen cut-off for statistical significance was 10^–10^ (Figure 4 and Figure 4—figure supplement 1) or 10^–5^ (Figure 5 and Figure 5—figure supplement 1) and chosen cut-off for absolute log_2_ fold-change was 0.5. Volcano plots were implemented using the EnhancedVolcano R package (v1.4.0).

For the DEG heatmap in Figure 5A, the top 10 DEGs ordered by average log_2_ fold-change were chosen from each binary cluster. The heatmap was implemented using the ‘scanpy.pl.heatmap’ function in Scanpy.

### Joint analysis of MERGE-seq and fMOST projection patterns

Single-neuron projectome data for five PFC target regions (AI, dorsal striatum, BLA, MD, LH) were extracted from Gao et al., 2022. Projection patterns were quantified by calculating the percentage of each pattern relative to total patterns. Patterns were categorized by number of targets (1, 2, 3, or ≥3 targets). MERGE-seq and fMOST projection pattern percentages were statistically compared within each category using two-sided Wilcoxon tests with Holm correction for multiple comparisons.

### Machine learning implementation on projection and transcription data

Naïve Bayes was applied to perform a machine learning classification task. We first encoded binary projection labels for each projection target (barcoded and non-barcoded) and five set of models (AI, DMS, BLA, LH and MD) were independently trained. We explored a parameter range of number of the top highly variable genes (HVGs) (2, 5, 10, 20, 50, 100, 200, 300, 400, 500, 1000, 2000, 5000) to fit the model. A total of 1000 cells were randomly sampled from 8210 excitatory neurons and top HVGs were selected by default order of results based on ‘FindVariableFeatures’ function of Seurat per trial. In total, 100 trials were repeated.

To interpret contribution of important genes for each HVGs-based Naïve Bayes model, data matrix for modeling building was constructed as below: for each projection target, 8210 excitatory neurons × (normalized expression of the top 50 HVGs + binary projection labels), or 8210 excitatory neurons× (normalized expression of 50 random genes +binary projection labels). Each data matrix was shuffled first and split by training-testing data in a ratio of 0.7. Machine learning workflow was implanted in pycaret python package (v2.3.4) ‘pycaret.classification’ module. First, for each model, we used ‘setup’ function to initialize the training environment and created the transformation pipeline by setting ‘target’ parameter to column name of input data matrix corresponding to binary projection labels. Then we used ‘create_model’ function to train and evaluate the performance of a given model by setting ‘estimator’ parameter to ‘nb’ and other parameters by default.

To validate barcode/non-barcode label integrity, we performed 100 iterations of random sampling 1000 cells and swapping barcoded with non-barcoded labels. Prediction accuracy, AUC, and F1 scores were compared between original models using the top 50 HVGs with true labels versus models with swapped labels. For each of the 100 trials, 1000 cells were randomly sampled from the 8210 total cells, and barcoded/non-barcoded labels were swapped to the extent possible based on the smaller group. Models were built for each target using original or swapped labels and the top 50 HVGs.

We implemented kernel explainer of SHAP python package (v0.40.1) to summarize the effects of genes. SHAP explainer was created using ‘shap.KernelExplainer(model.predict, training data)’ function. SHAP values were calculated using ‘explainer.shap_values(testing data)’ function, and plotted by ‘shap.summary_plot()’ function to create a SHAP beeswarm plot by displaying top 20 features. Training data and testing data for calculating SHAP values were subsampled with 1500 cells.

### Statistical analysis

No statistical methods were used to predetermine sample size. The experiments were not randomized and investigators were not blinded to allocation during experiments and outcome assessment. Two-sided Wilcoxon test with Holm correction for multiple comparisons was performed in Figure 3D***,*** Figure 6B, and Figure 6—figure supplement 1B. Detailed summary statistics were provided in corresponding Source data files.

## Data Availability

Raw gene expression, barcode count matrices and metadata are available from the Gene Expression Omnibus (GSE210174). The computational code used in the study is available at GitHub (https://github.com/MichaelPeibo/MERGE-seq-analysis copy archived at Peibo, 2024). The data needed to evaluate the conclusions in the paper can be downloaded at https://figshare.com/projects/High-throughput_mapping_of_single-neuron_projection_and_molecular_features_by_retrograde_barcoded_labeling/150207. All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials and source data files. The following datasets were generated: XuP PengJ YuanT ChenZ WuZ LuoZG ChenY LiCT 2024High-throughput mapping of single-neuron projection and molecular features by retrograde barcoded labelingNCBI Gene Expression OmnibusGSE21017410.7554/eLife.85419PMC1091434938390967 PeiboX 2022figure1&S1figshare10.6084/m9.figshare.21298842.v4 PeiboX 2022figure5&S5figshare10.6084/m9.figshare.21298896.v2 PeiboX 2022figure4&S4figshare10.6084/m9.figshare.21298893.v2 PeiboX 2022figure6&S6figshare10.6084/m9.figshare.21298899.v2 PeiboX 2022figure2&S2figshare10.6084/m9.figshare.21298839.v2 PeiboX 2022figure3&S3figshare10.6084/m9.figshare.21298884.v2 PeiboX 2022Fig4_CDEFGH_confocalfigshare10.6084/m9.figshare.21258366.v1 PeiboX 2022Fig4E&H_Fig5F_FigS4D_IHC_quant_datafigshare10.6084/m9.figshare.21256449.v1 The following previously published datasets were used: BhattacherjeeA DjekidelMN ChenR ChenW TuestaLM ZhangY 2019Cell type-specific transcriptional programs in mouse prefrontal cortex during adolescence and addictionNCBI Gene Expression OmnibusGSE12495210.1038/s41467-019-12054-3PMC674451431519873 LuiJH LuoL 2020Single cell RNAseq of Rbp4cre+ neurons from prefrontal cortexNCBI Gene Expression OmnibusGSE161936

# Supplementary material for: High-throughput mapping of single-neuron projection and molecular features by retrograde barcoded labeling
**Source:** eLife. 2024 Feb 23;13:e85419. doi: 10.7554/eLife.85419
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Page 21-22 / Materials and Methods/ Virus injection**/**We deposited the virus plasmid constructs to Addgene (pAAV-CAG-EGFP barcode-(0-10)-SV40 polyA, pAAV-CAG-EGFPnls barcode-(206, 210)-SV40 polyA; Addgene ID 190864-190876). |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Page 23-24 / Materials and Methods/ Immunohistochemistry**/** anti-GFP (1:500, Nacalai, 04404-84, RRID: AB_10013361) and anti-tdTomato (1:500, OriGene, AB8181-200, RRID: AB_2722750, Hoechst 33342 (1:1000, Lifetech, H3570),secondary donkey anti-rat Alexa Fluor 488 antibodies (1:800, Invitrogen, A21208) and donkey anti-goat Alexa Fluor 568 antibodies (1:800, Invitrogen, A11057).Probes of RNA-Scope used in this study include, Mm-Cux2-C2 (469551-C2), Mm-Npy-C2 (313321-C2), Mm-Syt6 (449641), Mm-S100b (431731), Mm-S100b (431731), Mm-Pou3f1-C2 (436421-C2). |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Page 21 / Materials and Methods/ AAV vector design / Sequences barcode 0 representing the AI target, CTGCACCGACGCATT; barcode 1 (DMS target), GAAGGCACAGACTTT; barcode 2 (MD target), GTTGGCTGCAATCCA; barcode 3 (BLA target), AAGACGCCGTCGCAA; barcode 4 (LH target), TATTCGGAGGACGAC. Other barcode sequences used for IHC include barcode 10, AGCTATGCACGATCA; barcode 206, GCGTAAGTCTCCTTG; barcode 210, CCTGTATGCGTGGAG. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Page 22 / Materials and Methods/Virus injection/ Male adult C57BL/6 mice (8 weeks of age) |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  |  |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Page 29 / Materials and Methods/Statistical analysis |  |
| Blinding | Page 29 / Materials and Methods/Statistical analysis |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure 4, Figure 5,  Figure 2-Figure supplement 1, Figure 3-Figure supplement 1 |  |
| Define whether data describe technical or biological replicates. | Page 24 / Materials and Methods/scRNA-seq data pre-processing  Figure 4, Figure 5,  Figure 2-Figure supplement 1, Figure 3-Figure supplement 1 |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | reference number for approval : NA-034-2022 |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Page 29 / Materials and Methods/Statistical analysis |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Page 29/ Data and materials availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Page 29/ Data and materials availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Page 29/ Data and materials availability |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Page 29/ Data and materials availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Page 29/ Data and materials availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Page 29/ Data and materials availability |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

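Barcode and cell data of 4 MERGE-seq libraries were analysed, 1 for each of 3 mice without sorting and 1 for FAC-sorted cells pooled from 3 other mice. Viruses with 5 barcodes had been injected into AI, DMS, MD, BLA and LH at 8 weeks of age, and vmPFC cells were taken 6 weeks later. For each library the deposited read table lists 1 projectome read per line, with its cell barcode, UMI and the 15 bases at the place of the virus barcode, limited by the authors to recovered cells. The deposited barcode tables give the UMI count per cell and barcode, which the authors made with a modified deMULTIplex with 2 mismatches allowed and without normalization. A count of a single UMI is listed as 0 in these tables for all barcodes but that of AI. The deposited joined matrix holds the same counts over the 4 libraries, with counts at or below the threshold of each barcode set to 0 by the authors and cells with the highest barcode counts removed. The deposited annotation gives the count of transcriptome UMIs and of detected genes per cell, the percent of mitochondrial UMIs as computed by the authors, the library, the sorting, the cell type and, for excitatory neurons, the subtype and the valid targets. Another 21 columns of the tables of the whole series, such as coordinates of embeddings and other cluster labels, were not used.

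All reads were matched to the 5 barcodes by Hamming distance, with up to 2 mismatches, and different UMIs per cell and barcode were counted. The recount was checked against the authors' tables, and the joined matrix was checked against the tables and the thresholds. Cells above the 95th percentile of barcode UMIs of their library were left out, as in the joined matrix. A barcode was valid where its count was above 28 for AI, 101 for DMS, 114 for MD, 35 for BLA and 103 for LH, the thresholds of the paper's methods. A neuron with 1 valid barcode was called dedicated and one with more collateral. Shares over targets, subtypes and patterns use the 8210 excitatory neurons with a subtype, and the barcoded share uses all 8805.

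The 3 unsorted mice are replicates and give the mean and SD. The FAC-sorted library has no replicate. Cells are not replicates, so no p-value was made from cells. Shares have exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only, and a count of 0 is given with the limit of 3 counts of the total. The FAC-sorted library was compared with the 3 mice by an exact one-sided permutation test, whose smallest p is 0.25. Comparisons within library used an exact two-sided sign-flip test over the 4 libraries, whose smallest p is 0.13. Neurons with both barcodes of a pair were set against the number expected if the barcodes were independent among all excitatory neurons of a subtype in a library. For projection strength, the counts of 1853 neurons were scaled to 10000 per neuron, logarithms were taken, and k-means with 10 clusters and 20 starts was compared with the binary patterns by the adjusted Rand index.

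The alternatives were other thresholds, the cells with the highest counts kept, exact matches only, UMIs of at least 2 reads, UMIs found with more than 1 barcode of a cell given to the barcode with the most reads, reads thinned to equal numbers per recovered cell or per molecule, neurons above the 90th percentile of transcriptome UMIs left out, and libraries left out or weighted equally. A shared UMI was dropped where the most reads were tied between barcodes. No gene was tested. The items named were fixed beforehand as all 5 targets, all 8 cell types, all 7 subtypes, the 10 pairs of targets as a set with the highest and lowest, the 10 patterns the paper analyses, and every pattern, pair or subtype the paper names. Gene expression, EGFP counts, the barcode counts of the scRNA-seq libraries, imaging and immunostaining were not analysed here. The code was tested on simulated data, where 14 of 14 quantities were recovered within the larger of 0.05 and 5 percent. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.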

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

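The tests of the opposite directions and of the cells with the highest barcode counts were chosen only after the results were seen.

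A difference between groups drew attention to the conditional probabilities. The share of MD-projecting neurons that also projected to LH, minus that of barcoded neurons without MD, was 5.38 percentage points in the FAC-sorted library and below 0 in each unsorted mouse. For BLA-projecting neurons that also projected to DMS, the difference was 5.44 in the FAC-sorted library and below 0 in each unsorted mouse. In all, 14 of the 20 ordered pairs of targets had a sign in the FAC-sorted library that no unsorted mouse had, each time with the unsorted mice below 0, and chance gives 12.5% per pair. The pairs are not independent, and the difference between the groups was not tested, since the FAC-sorted group is 1 library. All of these differences lean below 0 where most neurons are dedicated, which holds more for the unsorted mice.

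The explanation by more projectome reads for each recovered cell was tested by thinning all libraries to equal reads per recovered cell, after which 0 ordered pairs had opposite directions. PCR recombination between barcodes inside a cell, in which a molecule of 1 barcode takes over the sequence of another and keeps its UMI, was tested by giving each UMI to the barcode with the most reads, after which 0 pairs were left as well. Both steps also lower the number of neurons with more than 1 barcode under the fixed thresholds, so the outcome does not separate them. With thresholds recomputed on the counts, 4 pairs were opposite before either step, 4 after thinning and 2 after giving each UMI to a single barcode. At equal reads per molecule the numbers were 2 with the stated and 2 with recomputed thresholds. These explanations cannot be told apart from each other or from the sorting itself, because reads per cell, library and sorting change together. The cells with the highest barcode counts were removed at a limit set within each library, which may also shape these signs. How many pairs stay opposite with these cells kept was not tested. With them kept, the mean differences over libraries for MD to LH and BLA to DMS were above 0. The design gives sorting for EGFP as a difference between the groups that might select neurons with more virus, and this was not tested.

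A signal in cells that the paper sets aside was the other result. Of the 1243 cells removed for high barcode counts, 532 had all 5 barcodes above the thresholds. They made up 21.1%, 41.6% and 52.1% of the removed cells of unsorted mice 1, 2 and 3 and 103 of the 104 of the FAC-sorted library. A count of 0 would allow 3 cells. The paper's methods name doublets or biased amplification as possible reasons for such counts. In the unsorted mice the values argue against droplets with 2 labelled neurons, without recombination between their barcodes, as the source, since at most 6.48% of random pairs of barcoded neurons there had all 5 barcodes. In the FAC-sorted library 96.8% of random pairs had all 5, close to the removed cells, and doublets cannot be told apart from other sources there. When each shared UMI was given to a single barcode, 1 of the 532 cells still had all 5, and with recomputed thresholds the number fell from 1086 to 11. These values are consistent with PCR recombination between barcodes inside a cell as a source of these barcodes. Neurons that project to all 5 targets stay open, since the removed cells have no annotation and no biological explanation was tested.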

How the results depend on the processing

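Equal reads per molecule, thresholds recomputed on changed counts, thresholds per 10000 transcriptome UMIs, UMIs near another one dropped, and counts below the thresholds kept were chosen only after the results were seen, while all other settings were set before the data were examined. The results compared are the barcoded share of excitatory neurons (24.0%) and of all other cells (0.285%), the FAC-sorted minus the unsorted share (30.7 percentage points), the dedicated share (64.9%), the conditional probabilities that an AI-projecting (65.2%), MD-projecting (15.7%) or BLA-projecting neuron (56.4%) also projects to another target, the L6-Syt6 shares of MD-projecting (88.1%) and DMS-projecting neurons (23.3%), the ratio of DMS- to BLA-projecting neurons (7.62) and the log2 of observed over expected neurons with the DMS and LH barcodes (1.20). A conditional probability is called reversed where the mean over libraries of its difference from barcoded neurons without the first target changed sign. In the calls as reported this mean was 3.69 percentage points for AI to DMS, -4.46 for MD to LH and -14.0 for BLA to DMS. The exact sign-flip test used for the conditional differences has a smallest p of 0.13 over 4 libraries, so it cannot decide whether any of them differs from 0. Every comparison between targets was made within library, which is the pairing the design gives.

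With exact barcode matches alone, each of the 11 results moved by less than its spread. With the thresholds halved, 41.5% of excitatory neurons and 0.694% of other cells were barcoded, the FAC-sorted excess was 52.8 points, 36.9% of barcoded neurons were dedicated, the conditional probability was 91.1% for AI to DMS, 40.3% for MD to LH (reversed, mean difference 15.2) and 93.9% for BLA to DMS (reversed, mean difference 5.07), L6-Syt6 made up 70.0% of MD- and 40.6% of DMS-projecting neurons, and the DMS to BLA ratio was 5.35. With the thresholds doubled, 9.03% of excitatory neurons and 0.133% of other cells were barcoded, the FAC-sorted excess was 16.8 points, 90.5% of barcoded neurons were dedicated, the conditional probability was 18.7% for AI to DMS (reversed, mean difference -48.4), 6.56% for MD to LH and 11.8% for BLA to DMS, L6-Syt6 made up 99.2% of MD- and 8.03% of DMS-projecting neurons, and the DMS to BLA ratio was 5.31. With thresholds recomputed as the 99.9th percentile of non-neuronal cells over all libraries, 34.2% of excitatory neurons and 0.418% of other cells were barcoded, the FAC-sorted excess was 36.9 points, 47.1% of barcoded neurons were dedicated, the conditional probability was 57.9% for MD to LH (reversed, mean difference 8.87) and 78.9% for BLA to DMS (reversed, mean difference 29.2), L6-Syt6 made up 76.1% of MD- and 30.0% of DMS-projecting neurons, and the DMS to BLA ratio was 1.34. When that percentile was taken within each library, 37.8% of excitatory neurons and 0.427% of other cells were barcoded, the FAC-sorted excess was 54.3 points, 38.3% of barcoded neurons were dedicated, the conditional probability was 75.9% for MD to LH (reversed, mean difference 7.09) and 80.2% for BLA to DMS (reversed, mean difference 32.0), L6-Syt6 made up 61.8% of MD- and 33.3% of DMS-projecting neurons, and the DMS to BLA ratio was 1.29. At the 99th percentile, 69.9% of excitatory neurons and 3.82% of other cells were barcoded, the FAC-sorted excess was 34.8 points, 17.5% of barcoded neurons were dedicated, the conditional probability was 95.0% for AI to DMS, 88.7% for MD to LH (reversed, mean difference 39.0) and 96.9% for BLA to DMS (reversed, mean difference 21.9), L6-Syt6 made up 54.3% of MD- and 52.3% of DMS-projecting neurons, and the DMS to BLA ratio was 1.48. With 1 threshold of 101 UMIs for all barcodes, 22.0% of excitatory neurons were barcoded, the conditional probability was 57.5% for AI to DMS (reversed, mean difference -8.81), L6-Syt6 made up 85.3% of MD-projecting neurons, and the DMS to BLA ratio was 33.6. A lower threshold adds barcodes to a cell by construction, so that more neurons are barcoded and fewer are dedicated. For the other changes in this group the cause was not tested.

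With the cells above the 95th percentile of barcode UMIs kept and taken as excitatory neurons, 33.4% of excitatory neurons were barcoded, the FAC-sorted excess was 22.6 points, 41.9% of barcoded neurons were dedicated, the conditional probability was 85.1% for AI to DMS, 53.9% for MD to LH (reversed, mean difference 36.7) and 90.5% for BLA to DMS (reversed, mean difference 20.7), and the DMS to BLA ratio was 3.10. This setting gives no value for other cells, for the L6-Syt6 shares or for the log2 value, because the cells have no annotation. With the highest-depth neurons left out, those above the 90th percentile of transcriptome UMIs, 22.2% of excitatory neurons were barcoded, the conditional probability was 62.7% for AI to DMS (reversed, mean difference -0.0417), and L6-Syt6 made up 18.2% of DMS-projecting neurons. That setting gives no value for cells outside excitatory neurons. With each library given the same weight, 26.2% of excitatory neurons and 0.821% of other cells were barcoded, and L6-Syt6 made up 92.2% of MD- and 19.0% of DMS-projecting neurons. Without the FAC-sorted library, 18.4% of excitatory neurons were barcoded, the conditional probability was 8.24% for MD to LH and 35.7% for BLA to DMS, and L6-Syt6 made up 96.1% of MD- and 14.1% of DMS-projecting neurons. Its excess over the unsorted mice then has no value. With each unsorted mouse left out in turn, the barcoded share of excitatory neurons lay between 25.6% and 27.2% and the L6-Syt6 share of DMS-projecting neurons between 24.7% and 25.9%, and the other 9 results moved by less than their spread. The kept cells carry several barcodes, which lowers the dedicated share by construction. Leaving out or reweighting a library moves a pooled value by the difference between the libraries. The cause of the sign change for AI to DMS was not tested.

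With UMIs of at least 2 reads only and the same thresholds, 7.45% of excitatory neurons and 0.116% of other cells were barcoded, the FAC-sorted excess was 11.2 points, 90.3% of barcoded neurons were dedicated, the conditional probability was 15.6% for AI to DMS (reversed, mean difference -53.8), 7.79% for MD to LH and 8.33% for BLA to DMS, L6-Syt6 made up 98.7% of MD- and 11.6% of DMS-projecting neurons, the DMS to BLA ratio was 5.30, and the log2 value for DMS and LH was 3.49. With each UMI of a cell given only to the barcode with the most reads, 89.7% of barcoded neurons were dedicated, the conditional probability was 32.6% for AI to DMS (reversed, mean difference -21.6), 7.49% for MD to LH and 23.0% for BLA to DMS, L6-Syt6 made up 97.4% of MD- and 10.4% of DMS-projecting neurons, and the log2 value for DMS and LH was -0.51 (reversed). With reads thinned to the same number per recovered cell, 15.1% of excitatory neurons were barcoded, the FAC-sorted excess was 0.00179 points, 86.1% of barcoded neurons were dedicated, the conditional probability was 36.0% for AI to DMS (reversed, mean difference -22.3), 4.03% for MD to LH and 18.5% for BLA to DMS, and L6-Syt6 made up 98.8% of MD- and 11.3% of DMS-projecting neurons. With reads thinned to the same number per molecule, 17.5% of excitatory neurons were barcoded, the FAC-sorted excess was 15.6 points, 82.6% of barcoded neurons were dedicated, the conditional probability was 44.5% for AI to DMS (reversed, mean difference -12.5), 6.65% for MD to LH and 23.5% for BLA to DMS, and L6-Syt6 made up 96.8% of MD- and 12.9% of DMS-projecting neurons. With UMIs that lie 1 mismatch from a UMI with more reads of the same cell and barcode dropped, 9.86% of excitatory neurons and 0.133% of other cells were barcoded, the FAC-sorted excess was 17.6 points, the conditional probability was 58.3% for AI to DMS (reversed, mean difference -28.6) and 25.9% for MD to LH (reversed, mean difference 5.35), L6-Syt6 made up 63.8% of MD- and 31.2% of DMS-projecting neurons, the DMS to BLA ratio was 6.60, and the log2 value for DMS and LH was 2.38. These settings lower the counts and keep the thresholds, so that fewer barcodes pass by construction. Of the settings that lower counts, the one that gives each UMI to a single barcode kept 1958 barcoded neurons with a subtype, and the cause of the sign change for DMS and LH under it was not tested.

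Thresholds were therefore also recomputed on the changed counts, as the 99.9th percentile of non-neuronal cells. With each UMI given to a single barcode, 40.5% of excitatory neurons and 0.685% of other cells were barcoded, the FAC-sorted excess was 45.3 points, the conditional probability was 24.4% for MD to LH, L6-Syt6 made up 94.1% of MD-projecting neurons, and the DMS to BLA ratio was 4.13. With equal reads per recovered cell, 29.6% of excitatory neurons and 0.418% of other cells were barcoded, the FAC-sorted excess was 8.50 points, the conditional probability was 42.2% for MD to LH and 65.5% for BLA to DMS (reversed, mean difference 28.7), L6-Syt6 made up 83.8% of MD- and 20.1% of DMS-projecting neurons, and the DMS to BLA ratio was 1.61. With UMIs of at least 2 reads, 31.5% of excitatory neurons and 0.498% of other cells were barcoded, 47.1% of barcoded neurons were dedicated, the conditional probability was 68.4% for MD to LH (reversed, mean difference 7.99) and 68.5% for BLA to DMS (reversed, mean difference 22.1), L6-Syt6 made up 73.8% of MD- and 32.1% of DMS-projecting neurons, and the DMS to BLA ratio was 1.27. With thresholds on barcode UMIs per 10000 transcriptome UMIs of the cell, 12.3% of excitatory neurons were barcoded, the FAC-sorted excess was 12.2 points, 91.7% of barcoded neurons were dedicated, the conditional probability was 6.14% for AI to DMS (reversed, mean difference -5.73) and 9.63% for BLA to DMS, L6-Syt6 made up 11.5% of DMS-projecting neurons, the DMS to BLA ratio was 0.837 (reversed), and the log2 value for DMS and LH was 2.82. With the counts below the thresholds kept, the adjusted Rand index between clusters of strength and binary patterns was 0.380 in place of 1. The cause of these changes was not tested, apart from the index, since without these counts the binary pattern is contained in the values.

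Of the directions, the FAC-sorted excess stayed above 0 in every setting that gives it, although at equal reads per recovered cell it was 0.00179 points. The L6-Syt6 share was higher among MD- than among DMS-projecting neurons in every setting that gives both shares, with the smallest mean difference over libraries, 2.91 percentage points, at the 99th percentile. The log2 value for DMS and LH stayed above 0 except with each UMI given to a single barcode and the stated thresholds. The DMS to BLA ratio stayed above 1 except with thresholds per 10000 transcriptome UMIs. The difference for AI to DMS reversed only in settings with fewer barcoded neurons than the calls as reported, and that for BLA to DMS only in settings with more. Fewer reads leave fewer neurons, since at equal reads per recovered cell and the stated thresholds the number of DMS-projecting neurons fell from 1242 to 653 and that of BLA-projecting neurons from 163 to 92.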

Differences from the paper's values

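Thresholds recomputed on changed counts, thresholds per 10000 transcriptome UMIs, equal reads per molecule and the removal of UMIs near another one were chosen only after the results were seen.

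The number of L5-Htr2c neurons with a valid barcode was 1, and the paper's value is 9. Of the 15 alternatives set before the data were examined that give this number, 13 also differ from the paper's value. The thresholds recomputed on non-neuronal cells over all libraries gave 12 neurons and those recomputed within each library gave 13, which do not differ from it by more than 1.5 times. With the thresholds halved the number was 14, and at the 99th percentile it was 76. It was 0 with the thresholds doubled, with UMIs of at least 2 reads, with equal reads per recovered cell and without the FAC-sorted library, and 1 under each other alternative. Of the settings chosen after seeing the values, thresholds recomputed on UMIs with at least 2 reads gave 11, on equal reads per recovered cell 6 and on UMIs given to a single barcode 22, thresholds per 10000 transcriptome UMIs gave 2, and equal reads per molecule and the removal of UMIs near another one gave 0. A label in the deposited annotation marks 2891 excitatory neurons as barcoded, of which 841 have no count above a stated threshold, and 9 of the neurons with this label are L5-Htr2c.

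The paper states that the composition of target-specific neurons is similar in the FAC-sorted and unsorted groups. Over the 31 pairs of a target and a subtype with a neuron in some library, a restriction chosen after the values were seen, 10 FAC-sorted shares were within the range of the unsorted mice, where 15.5 would be if the libraries were interchangeable. The L6-Syt6 share of DMS-projecting neurons was 34.0% in the FAC-sorted library and 14.1% ± 2.28 (SD, n = 3) in the unsorted mice.

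The legend of Figure 1—figure supplement 1 states that barcodes were identified by a perfect match. The deposited counts equal a recount that allows 2 mismatches, apart from single UMIs, which are listed as 0 for all barcodes but that of AI, and between 1.20% and 2.79% of the matched reads of a library have a mismatch.

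For AI- and DMS-projecting neurons, the paper names L6-Npy and L2/3-Rorb after L5-S100b. L6-Syt6 was second over all libraries, with 25.2% of AI- and 23.3% of DMS-projecting neurons. In the unsorted mice pooled it had 19.6% for AI, after L6-Npy with 27.2%, and 14.1% for DMS, after L6-Npy with 27.2% and L2/3-Rorb with 17.7%. For both targets it was first in the FAC-sorted library, with 34.3% for AI, where L5-S100b had 33.7%, and 34.0% for DMS, where L5-S100b had 29.3%.

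The paper states that L6-Syt6 neurons mainly project to MD and LH, and in the same paragraph also names DMS among their targets. DMS was 22.9% and LH 20.2% of the neuron and target pairs of L6-Syt6 over all libraries, while in each unsorted mouse LH was the more frequent of the pair.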

Other observations

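The tests of the barcoded share at equal reads per recovered cell, of the range of the dedicated share, of neurons with more than 1 valid barcode, of barcode UMIs in cells without a valid barcode, of the DMS share and of low RNA content as the whole cause, and the recounts at equal reads per molecule or with thresholds recomputed on changed counts, were chosen only after the result was seen.

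The barcoded share of excitatory neurons was higher in the FAC-sorted library. More projectome reads per molecule as its cause is argued against, since at equal reads per molecule the FAC-sorted share was still 30.2%, against 14.7% in the unsorted mice. With more projectome reads for each recovered cell the outcome is open. At equal reads per recovered cell and with the stated thresholds, the FAC-sorted share was 15.1% and the unsorted share 15.1%, but with thresholds recomputed on these counts the shares were 36.6% and 28.1%. FAC-sorted cells also had more transcriptome UMIs, and an excess of reads per cell is what a larger share of labelled cells gives, so reads per cell and labelling cannot be told apart. Enrichment of labelled cells by sorting is the difference the design names, and it was not tested on its own.

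The dedicated share ranged over 33.3 percentage points between the 4 libraries. At equal reads per recovered cell the range was 9.71 with the stated thresholds, and with recomputed thresholds it went from 40.4 to 17.3. The FAC-sorted share, the lowest of the 4 at full depth with 54.0% and with recomputed thresholds 30.7%, was then the highest, with 90.5% against 80.7% to 87.3% in the unsorted mice and with recomputed thresholds 72.6% against 55.3% to 60.1%. With each shared UMI given to a single barcode the range was 10.3 with the stated thresholds, and with recomputed thresholds it went from 40.4 to 32.9. The cells removed for high barcode counts were also kept as neurons. The dedicated share was then 50.4%, 37.7% and 31.1% in unsorted mice 1, 2 and 3 and 47.6% in the FAC-sorted library, no longer the lowest. How far each other step narrowed the range depended on the thresholds. Read depth, PCR recombination between barcodes inside a cell and the removal of cells thus cannot be told apart from the sorting over the 4 libraries. Among the unsorted mice alone the range was 29.9 points, and it fell to 6.51 at equal reads per recovered cell and to 2.52 with each shared UMI given to a single barcode. With recomputed thresholds the range of 25.5 points became 4.76 and 4.41. Different read depth and recombination each may account for the spread between the unsorted mice, and these values do not separate them. No biological difference between the 3 mice is given by the design.

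Neurons with more than 1 valid barcode could arise from PCR recombination between barcodes inside a cell. The weaker valid barcode of dual-target neurons gave up a median of 44.3% of its UMIs, each shared with another barcode of as many or more reads. The median was 27.4%, 64.7% and 77.1% in unsorted mice 1, 2 and 3 and 34.7% in the FAC-sorted library. Barcodes below the thresholds in dedicated neurons gave up 73.1%. The weaker barcode gave up most of its UMIs in unsorted mice 2 and 3 but not in unsorted mouse 1 or the FAC-sorted library. This share cannot decide, because a weaker barcode loses a shared UMI whichever barcode it came from. With each shared UMI given to a single barcode, 21 of 53, 31 of 125, 32 of 183 and 117 of 359 neurons still had more than 1 valid barcode in the same order of libraries. In every library these values argue against recombination that leaves a shared UMI as the only source. Recombination in which the first molecule was never read stays open. The only valid barcode of dedicated neurons gave up 1.72% and the stronger valid barcode of dual-target neurons 3.55%, but the barcode with the most reads of a cell keeps its shared UMIs by construction, so recombination as a source among others stays open too. A pair of neurons in 1 droplet as the main source is argued against, since neurons with more than 1 valid barcode had 1.06 times the transcriptome UMIs of dedicated neurons within library and subtype, and random pairs of neurons had between 1.52 and 1.79 times. Collateral projection, the explanation of the paper, stays open for all of these neurons.

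Combinations of cell, barcode and UMI with a single read were 57.2%, 56.1%, 53.8% and 55.7% of those counted in unsorted mice 1, 2 and 3 and the FAC-sorted library. Errors in the UMI sequence would leave a single-read UMI 1 mismatch from a UMI with many reads. At most 43.9% of the single-read UMIs lay 1 mismatch from a UMI with at least 10 reads of the same cell and barcode, and between 28.7% and 41.7% neither lay that close nor were shared with another barcode. Errors cannot be told apart from molecules read once for the others. No biological explanation was tested.

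Excitatory neurons without a valid barcode had more barcode UMIs per 10000 transcriptome UMIs than non-neuronal cells, by 8.99 ± 1.01 (SD of the difference within mouse, n = 3) when summed over cells and by 1.58 ± 0.827 for the median cell. The difference was above 0 in each mouse for both summaries, and it was 10.3 and 7.34 in the FAC-sorted library. For inhibitory neurons it was -2.31 ± 0.476 when summed and -1.05 ± 0.306 for the median cell, below 0 in each unsorted mouse, and 13.3 and 21.7 in the FAC-sorted library, which has 6 such neurons. In the unsorted mice these values argue against free or recombined barcode RNA in strict proportion to a cell's cDNA as the whole source, in excitatory and in inhibitory neurons. Such RNA in another proportion stays open in both, and so do projections with counts under the thresholds in the excitatory neurons, and neither was tested.

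DMS made up more of the barcode UMIs of non-neuronal cells than of the whole library in the unsorted mice, by 10.2 ± 1.80 percentage points (SD of the difference within mouse, n = 3). Free barcode RNA drawn evenly from the whole library is argued against by this value. Free barcode RNA from all labelled cells, with the whole library evened out by PCR recombination, was tested by giving each shared UMI in the library to a single barcode. The difference was then under 1 SD for 2 of the 5 targets, MD and LH. For DMS it was -1.30 ± 0.460, so the excess was gone and the sign had turned, and for AI and BLA it was 0.526 ± 0.345 and 0.297 ± 0.223, so this explanation stays open. No biological explanation was tested.

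Few L5-Htr2c neurons had a valid barcode. Low RNA content of these neurons as one cause is consistent with their median of 14552.5 transcriptome UMIs, below the 18827 to 25689.5 of the other subtypes. As the whole cause it is argued against, since 7.13% of the neurons of other subtypes with no more transcriptome UMIs than the median L5-Htr2c neuron were barcoded in the unsorted mice (33 of 463, 95% interval, 4.96% to 9.86%), and 0 of 316 L5-Htr2c neurons were. The reasons the paper names, cell loss, tropism of the virus or no projection to these targets, were not tested.

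L6-Syt6 neurons made up more of the DMS-projecting neurons of the FAC-sorted library than of the unsorted mice. PCR recombination between barcodes inside a cell was tested by giving each shared UMI to a single barcode. The FAC-sorted share was then 12.1%, and the unsorted mice had 5.61% to 11.7%. With recomputed thresholds, however, it was 34.2% against 7.69% to 12.9%. With equal reads per recovered cell it was 10.4%, within the 9.60% to 12.7% of the unsorted mice, and with recomputed thresholds 16.6%, below the 17.6% to 26.2% of the unsorted mice. At equal reads per molecule it was 17.8%, against 7.06% to 12.4%. The outcome for recombination depends on the thresholds. With equal reads per recovered cell the excess of the FAC-sorted library was gone with both sets of thresholds, but reads per cell change together with the sorting, and at equal reads per molecule the share stayed above every unsorted mouse. More projectome reads for each recovered cell and recombination thus cannot be told apart from a difference in the sorted neurons, which the design names and which was not tested.

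The virus barcodes 10, 206 and 210, which the paper used for immunohistochemistry, were searched for in the projectome reads, and 0 reads were found in each library. A count of 0 allows up to 3 reads per barcode and library.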
